# Novel Hyperplastic Expansion of White Adipose Tissue Underlies the Metabolically Healthy Obese Phenotype of Male LFABP Null Mice

**DOI:** 10.3390/cells14110760

**Published:** 2025-05-22

**Authors:** Anastasia Diolintzi, Yinxiu Zhou, Angelina Fomina, Yifei Sun, Seema Husain, Labros S. Sidossis, Susan K. Fried, Judith Storch

**Keywords:** adipose tissue biology, adipogenesis, hyperplasia, adipose tissue remodeling, adipose tissue inflammation, cholesterol biosynthesis, diet-induced obesity, metabolically healthy obesity, metabolic health and disease, liver fatty acid-binding protein (LFABP; FABP1)

## Abstract

Obesity is an important risk factor for the development of metabolic syndrome disorders. We previously showed that the liver fatty acid-binding protein null mouse (*LFABP*^−/−^) becomes obese upon high-fat diet (HFD) feeding but remains metabolically healthy. Here, we find that the obese *LFABP*^−/−^ mouse increases subcutaneous adipose tissue (SAT) mass by markedly increasing the number rather than the size of adipocytes, as is typical with HFD. Indeed, while HFD-fed *LFABP*^−/−^ mice had almost double the fat mass of WT, SAT adipocyte size was >4-fold smaller and adipocyte number was 5-fold higher in the *LFABP*^−/−^. Transcriptomic analysis of SAT revealed that *Lfabp* deletion alters the expression of multiple pathways that modulate adipose expansion and function including cholesterol biosynthesis, adipogenesis, and extracellular matrix remodeling. LFABP is expressed in the liver and small intestine but not in adipose tissues; thus, its ablation may promote interorgan crosstalk that drives the hyperplastic expansion of metabolically beneficial SAT, contributing to the healthy obese phenotype of the *LFABP*^−/−^ mouse.

## 1. Introduction

The mammalian fatty acid-binding protein (FABP) family includes over 10 distinct members, each with a unique tissue distribution pattern. The FABPs are localized primarily to the cytosolic compartment of cells. Liver fatty acid-binding protein (LFABP; FABP1) is expressed in high abundance within both the liver and the proximal small intestine [1]. In addition to long-chain fatty acids (LCFAs), LFABP binds other lipid species including lysophospholipids, monoacylglycerols (MAGs), fatty acyl-CoAs, endocannabinoids (eCBs), bile acids (BAs), and prostaglandins [2]. When challenged with a high-fat diet (HFD), *LFABP* null (*LFABP*^−/−^) mice become substantially more obese compared to their wild-type (WT) counterparts, but they maintain a metabolically healthy obese (MHO) phenotype characterized by normoglycemia, normoinsulinemia, decreased hepatic steatosis and increased spontaneous physical activity [3]. Intriguingly, HF-fed *LFABP*^−/−^ mice, despite their greater adiposity, are also protected from an HFD-induced decline in exercise capacity, displaying an approximate doubling of running distance and time to exhaustion compared with WT mice [4]. Associated metabolic alterations include elevated plasma free fatty acid (FFA) levels post-exercise [4], which may be indicative of increased adipose tissue lipolysis to fuel the exercising muscle.

During overweight/obesity development, adipose tissue (AT) expands through a combination of adipocyte hypertrophy, i.e., an increase in the size of existing cells, and hyperplasia, i.e., the recruitment, proliferation, and differentiation of new adipocyte progenitor cells (APCs) in a process called adipogenesis [5,6,7]. The recruitment of inflammatory cells and vascular and extracellular matrix (ECM) remodeling occur as well, allowing sufficient tissue expansion, oxygen supply, and nutrient mobilization [8,9,10,11]. Hyperplastic AT growth is considered to be the preferred mechanism of expansion since it protects against metabolic disease by maintaining normal adipocyte size and function, with sufficient lipid storage capacity within AT [12,13]. An inability to recruit new adipocytes leads to an enlargement of the pre-existing adipocytes, which is thought to be associated with macrophage infiltration, inflamed and dysfunctional AT, ectopic lipid deposition in non-adipose tissues, as well as local and systemic insulin resistance (IR), all contributing to disease development [14]. In general, the mechanisms by which obesity drives hyperplastic instead of hypertrophic adipose tissue expansion remain poorly understood.

Excess energy storage is normally accomplished by subcutaneous white adipose tissue (sWAT); when its storage capacity is exceeded, excess calories accumulate in visceral WAT (vWAT) depots and ectopic sites such as the liver and muscle, causing lipotoxic insult [15,16]. Hence, homeostatic remodeling of AT expansion becomes dysfunctional in the context of hypertrophic obesity and sustained energy surplus, with increased adipocyte turnover, adipocyte IR, excess ECM deposition (i.e., fibrosis), reduced angiogenic remodeling, and infiltration of immune cells, thus shaping a proinflammatory and fibrotic milieu [8,11,17].

*LFABP* null mice show marked increases in subcutaneous and visceral fat mass relative to WT [3]; however, nothing is known regarding the tissue cellularity or the mechanism of expansion of these fat depots, nor is there information about brown adipose tissue (BAT) in the *LFABP*^−/−^ mouse. In the present study, we sought to characterize the effects of *Lfabp* ablation on AT during diet-induced obesity (DIO) development using histological, transcriptomic, and physiological analyses, to better understand the MHO phenotype of *LFABP*^−/−^ mice. The results demonstrate a highly unusual hyperplastic expansion of sWAT in the HFD-fed LFABP null mouse, suggesting that AT may be an important determinant of their MHO phenotype.

## 2. Materials and Methods

### 2.1. Experimental Design

Male mice on a C57Bl/6J background, as previously described [18,19], were separated into four groups: (a) WT fed a low-fat diet (LFD), (b) WT fed an HFD, (c) *LFABP*^−/−^ fed an LFD, and (d) *LFABP*^−/−^ fed an HFD. Mice were maintained on a 12 h light/dark cycle and had unrestricted access to rodent chow (Purina Laboratory Rodent Diet 5015, W.F. Fisher & Son, Inc., Somerville, NJ, USA). Mice were weaned onto a chow diet. At 8 weeks of age, WT and *LFABP*^−/−^ mice were housed 2–3 per cage and fed either a 45 kcal % fat diet high in saturated fat (HFD; D10080402, Research Diets, Inc., New Brunswick, NJ, USA) or a 10 kcal % fat diet (LFD; D10080401; Research Diets, Inc., New Brunswick, NJ, USA) for 12 weeks. Diet compositions are detailed in Table S1. The level of 45% fat by calories was chosen as it is commonly used to promote obesity in rodents without lowering carbohydrates to levels that would promote ketogenesis [3]. Body weights were recorded weekly. Food efficiency was calculated by dividing the body weight gained on a weekly basis by the amount of weekly food intake per animal, multiplied by the calories per gram of experimental diet (3.9 kcal/g LFD and 4.7 kcal/g HFD) to give the weekly caloric intake consumed (i.e., Food efficiency = Weekly BW gained/(Weekly food intake × Calories/g diet)]. Fat and fat-free mass measurements were obtained by Magnetic Resonance Imaging (MRI) (Echo Medical Systems, LLC., Houston, TX, USA) 3 days prior to starting the feeding intervention and 3 days prior to euthanasia. All animal experimental procedures were approved by the Rutgers University Animal Care and Use Committee.

### 2.2. Adipocyte Size and Number

Adipose tissues from 16 h fasted animals were dissected rapidly and fixed in 10% neutral buffered formalin (NBF, Avantik Biogroup, Pine Brook, NJ, USA). Fixed samples were embedded in paraffin, sliced in 5 μm thick sections, and stained with hematoxylin and eosin (H&E). For collagen detection, sections were stained with Masson’s trichrome reagent. Immunostaining was performed by Research Pathology Services (Rutgers University Biomedical Research Innovation Cores, Piscataway, NJ, USA). Images were acquired with an Olympus VS120-S5-W virtual slide microscope (Olympus Scientific Solutions Americas Corp., Waltham, MA, USA) and processed with OlyVIA Ver.2.9.1 viewer software. Morphometric analysis of white and brown adipocytes was performed with Fiji/ImageJ 2.1.0/1.53c software [20] and its plugin Adiposoft 1.16 [21] was additionally used for semi-automatic evaluation of white adipocytes, whereas brown adipocytes were evaluated manually. For each fat depot, morphological data were collected from at least 200–300 adipocytes per animal from non-overlapping random fields. Dead adipocytes surrounded by crown-like structures (CLSs) were not sized. Average adipocyte volume (FCV) in picoliters (pl) per cell was calculated from surface area using standard mathematical formula for a sphere, (πd^3^)/6, and the weighted average adipocyte weight and adipocyte number per depot was calculated as described previously. The depot is assumed to be 80% lipid with the density of triolein (0.915 g/mL) FCN (millions) per depot was calculated by dividing depot lipid weight by average adipocyte weight [(depot weight (g) × 0.8)/(mean adipocyte weight (mg lipid/cell) [13,22,23].

### 2.3. Preparation of Tissue and RNA Isolation

At the end of the feeding period, mice were food-deprived for indicated times, anesthetized with ketamine/xylazine/acepromazine (80:100:150 mg/kg, intraperitoneally, respectively), and their tissues were collected. Mice were euthanized under anesthesia. Inguinal and epididymal white and interscapular brown adipose tissue (iWAT, eWAT, and iBAT, respectively) depots from mice fasted for 4 h were treated with RNA*later*™ stabilization solution (Invitrogen™, Thermo Fisher Scientific, Waltham, MA, USA) upon excision before snap freezing in liquid nitrogen (N_2_) and storage at −80 °C.

Total mRNA was extracted from iWAT and iBAT depots using the PureLink™ RNA Mini Kit (Invitrogen™, Thermo Fisher Scientific, Waltham, MA, USA). All tissue samples were first homogenized using TRIzol™ reagent (Invitrogen™, Thermo Fisher Scientific, Waltham, MA, USA) for total RNA isolation. RNA abundance and quality were assessed using a NanoDrop 2000 Spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). Two micrograms of total RNA were reverse-transcribed using the High-Capacity cDNA Reverse Transcription Kit with RNase Inhibitor (Applied Biosystems™, Thermo Fisher Scientific, Waltham, MA, USA).

### 2.4. RNA Sequencing Analysis

Total cellular mRNA was extracted as described above and RNA extracts derived from the iWAT of WT and *LFABP*^−/−^ mice were submitted for RNA-Sequencing (RNA-Seq) analysis to the Genomics Center of Rutgers New Jersey Medical School (Newark, NJ, USA). RNA quality was first checked for integrity using an Agilent 2200 TapeStation (Agilent Technologies, Inc., Santa Clara, CA, USA); samples with RNA integrity number (RIN) > 7.0 were used for subsequent processing. Total RNA was subjected to two rounds of poly(A) selection using oligo-d(T)25 magnetic beads (New England Biolabs, Ipswich, MA, USA). An Illumina-compatible RNA-seq library was prepared using a NEB next ultra RNA-seq library preparation kit. The cDNA libraries were purified using AmpureXP beads (Beckman Coulter Life Sciences, Indianapolis, IN, USA) and quantified on an Agilent TapeStation (Agilent Technologies, Inc., Santa Clara, CA, USA) and Qubit 4 Fluorometer (Thermo Fisher Scientific, Waltham, MA, USA). An equimolar amount of barcoded libraries was pooled and sequenced on the Illumina NovaSeq platform (Illumina, San Diego, CA, USA) using the 1 × 100 cycles configuration. CLC Genomics Workbench 20.0.4 version (http://www.clcbio.com/products/clc-genomics-workbench/ (accessed on 23 September 2021)); Qiagen (Redwood City, CA, USA) was used for RNA-seq analysis. De-multiplexed fastq files from RNA-Seq libraries were imported into the CLC software. Bases with low quality were trimmed and reads were mapped to the reference Mus musculus genome GRCm38. The reference genome sequence and annotation files were downloaded from ENSEMBLE, release.92 (Mus_musculus.GRCm38.92.fa, and Mus_musculus.GRCm38.92.gtf). The aligned reads were obtained using the RNA-Seq Analysis Tool of CLC Genomics Workbench using default settings (GEO Series number: GSE277001). Comparison of samples was performed using the gene set enrichment analysis (GSEA) software (v20.3.x), provided from the Broad Institute (https://www.gsea-msigdb.org/gsea/index.jsp, accessed on 14 May 2023), run on the GenePattern platform (https://www.genepattern.org/, accessed on 14 May 2023) and following the GSEA User Guide (http://www.gsea-msigdb.org/gsea/doc/GSEAUserGuideFrame.html, accessed on 14 May 2023) [24,25]. From the Metabolic Signatures Database (MSigDB, v7.5.1) (https://www.gsea-msigdb.org/gsea/msigdb/index.jsp, accessed on 14 May 2023) available, the KEGG, HALLMARK, and REACTOME gene set collections were used, which are coherently expressed signatures derived by aggregating many metabolic signature database (MSigDB) gene sets to represent well-defined biological states or processes [26,27]. For each gene set, a normalized enrichment score (NES) and a false discovery rate (FDR) q-value were generated. Five independent replicates for each group were used for analysis of differential expression. Differentially expressed pathways and genes with expression values > 20 Reads Per Kilobase per Million mapped reads (RPKM), FDRq value < 0.1 and fold change |FC| > 1.2 were used for downstream analysis.

Differentially expressed genes (DEGs) were identified from RNA-seq data using DESeq2 [28] with thresholds of |log2 fold change| > 1 and FDR < 0.1. To focus on functionally interpretable interactions, only protein-coding DEGs were retained. The list of protein-coding DEGs was submitted to the STRING database (version 12.0) [29] to predict potential protein–protein interactions. A minimum confidence score of 0.40 (medium confidence) was applied to filter spurious interactions. Proteins lacking interactions with other nodes were removed to enhance network interpretability.

### 2.5. Adipose Cholesterol Determination

Adipose samples were homogenized in 10 mM phosphate-buffered saline (PBS), as previously described [30]. Lipids were extracted using chloroform-methanol (2:1 *v*/*v*) by the method of Folch et al. [31]. Lipid extracts from known amounts of tissue and a 5-point concentration gradient using authentic standards were spotted on K5 Silica Gel 150 A TLC plates (Whatman #4852-820, Colonial Scientific, Richmond, VA, USA) and developed using a nonpolar solvent system (hexane-diethyl ether-acetic acid, 70:30:1 *v*/*v*). The plates were dried thoroughly and exposed to iodine vapors for 20 min to visualize and identify the lipid spots. Mass densitometry was analyzed using Fiji/ImageJ [20]. Data are expressed as mg cholesterol/g adipose tissue.

### 2.6. Immunohistochemical (IHC) Staining for Macrophage Infiltration

Sections were deparaffinized, dehydrated through a graded ethanol series, and subjected to heat-induced epitope retrieval with citrate buffer, pH 6.0 for 20 min at 98 °C using a pressure cooker. Primary antibody rabbit monoclonal anti-F4/80 (Cell Signaling Technology cat# 70076, Cell Signaling Technology, Danvers, MA, USA) was applied to sections at dilution of 1:750 for 1 h followed by an incubation in the secondary antibody Horse anti-Rabbit IgG Polymer (Vector MP6401, Vector Laboratories, Inc., Newark, CA, USA) for 30 min. DAB (3,3′Diaminobenzidine) chromogen substrate (Vector Labs SK-4105, Vector Laboratories, Inc., Newark, CA, USA) was added for 5 min for the development of a brown color followed by 1 min in hematoxylin (Vector H-3404, Vector Laboratories, Inc., Newark, CA, USA) for a background blue color.

### 2.7. Statistical Analysis

The data are presented as mean ± S.D. For body composition, food intake, and adipocyte quality-related measurements, comparisons were made between WT and LFABP null mice for each experimental diet, as well as within the same genotype between LFD and HFD. Differences between the groups were assessed using two-way ANOVA. Post hoc comparisons were performed using the Tukey test. For gene expression analysis, comparisons were made only between the HF-fed WT and LFABP null mice using two-tailed unpaired Student’s *t*-test. The data were analyzed using GraphPad Prism Version 9.5.1 for macOS (GraphPad Software, San Diego, CA, USA). The results were considered statistically significant when *p* < 0.05.

## 3. Results

### 3.1. Lfabp Deficiency Drives Hyperplastic Expansion of Inguinal WAT (iWAT) During Obesity Development

As shown in Table 1, under LF feeding, *LFABP*^−/−^ and WT mice have similar body weight (BW); however, *LFABP*^−/−^ mice have 27% higher BW after 12 weeks of HFD (*p* < 0.001) (Figure 1a). Interestingly, body composition analysis indicated that even on LF feeding, the percent body fat of the *LFABP*^−/−^ mice was significantly higher compared to their WT counterparts (*p* < 0.001), a difference also found upon HF feeding (*p* < 0.001) (Figure 1b). While the percent lean mass was lower when compared with the WT mice (*p* < 0.001) (Figure 1c), the absolute lean mass remained unchanged (Table 1). Food efficiency was not different between the LF-fed WT and *LFABP*^−/−^ mice (*p* = 0.919) but was over 40% greater than WT in the HF-fed *LFABP*^−/−^ animals (*p* < 0.001) (Figure 1d). *Lfabp* ablation resulted in a 65% increase in total BW gain over the 12-week HFD intervention (*p* < 0.001) (Figure 1e).

In this study, iWAT served as a bona fide sWAT and eWAT as a vWAT depot, while iBAT served as a bona fide brown fat depot. On LF feeding, the inguinal white fat depot was 71% heavier in the null mice (iWAT: *p* = 0.001), whereas the epididymal depots were not different (eWAT: *p* = 0.160). Upon HF feeding, both iWAT and eWAT depots were significantly higher in the *LFABP* knockout mice (iWAT: *p* < 0.001; eWAT: *p* = 0.024) (Figure 2 and Table 1). Thus, *Lfabp* ablation resulted in higher absolute levels of iWAT mass, which was exacerbated under HF feeding, reaching almost double the mass of the WT mice (HFD: *p* < 0.001) (Figure 3a), in agreement with previous results [3]. The iBAT mass was >2-fold higher in the *LFABP* null mice relative to WT on both diets (*p* < 0.001) (Figure 2 and Table 1).

To determine the cellular basis of the markedly increased adiposity in *LFABP*^−/−^ mice, we measured cell diameters from each genotype for at least 200 randomly chosen inguinal, epididymal and interscapular brown adipocytes. Diameters for inguinal and epididymal fat cells were converted into cell volumes considering white adipocytes as spheres. LF-fed *LFABP*^−/−^ and WT mice were found to have comparable inguinal adipocyte size (fat cell volume, FCV; below 50 pL/cell) (*p* = 0.642). Upon HF feeding, the increase in iWAT mass was associated with a 4–5-fold increase in adipocyte size in the WT mice, as expected (Figure 3a,b) (*p* <0.001). Surprisingly and in marked contrast to WT, the HF-fed *LFABP*^−/−^ mice maintained an iWAT adipocyte size similar to those on the LFD (*p* > 0.999), and thus had a dramatic 4-fold smaller inguinal adipocyte size (*p* < 0.001) (Figure 3b) and 5-fold higher numbers of adipocytes in the iWAT depot (*p* = 0.001) (Figure 3c,d) when compared with their WT counterparts. By definition, therefore, the KO undergoes hyperplastic expansion, with an increased number of mature adipocytes per depot.

The *LFABP*^−/−^ and WT mice had comparable eWAT mass as a % of BW on LF feeding (*p* = 0.070). While eWAT mass increased significantly for both genotypes when they were fed an HFD, *Lfabp* ablation resulted in markedly higher eWAT mass with DIO development (*p* < 0.001) (Figure 3e). Interestingly, unlike what was found in the iWAT depot, the increase in eWAT mass observed on HF feeding was associated with an increase in adipocyte size in the *LFABP*^−/−^ mice, similar to the WT mice (*LFABP*^−/−^: *p* = 0.007; WT: *p* < 0.001) (Figure 3f). Notably, however, the increase in eWAT mass on HF feeding was accompanied by almost double the number of adipocytes in the *LFABP*^−/−^ mice, relative to WT (Figure 3g,h), although this did not reach statistical significance.

*Lfabp* ablation resulted in substantially larger iBAT mass and brown adipocyte area, relative to the WT, regardless of the feeding intervention (iBAT mass: *p* < 0.001 for both diets; brown adipocyte area: LFD, *p* = 0.038 and HFD, *p* = 0.007) (Figure 3i–k). Upon HFD feeding, *Lfabp* ablation resulted in greater iBAT mass relative to LF feeding (*p* < 0.001), whereas iBAT mass remained unchanged in the WT strain, independent of dietary fat intake (Figure 3i). It was noted that the brown adipocytes of the *LFABP* null mice appeared to be infiltrated by a higher lipid content, giving to the whole tissue a lighter appearance (Figure 3k).

### 3.2. Differential Pathway Enrichment in Subcutaneous Adipose Tissue upon Lfabp Ablation and HFD-Induced Obesity Development

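The iWAT data come from 5 WT and 5 LFABP null male mice fed the 45% kcal fat diet for 12 weeks and fasted for 4 h before tissue collection. Poly(A)-selected RNA of each mouse gave 1 library, sequenced as single reads of 100 bases. The authors mapped the reads with CLC Genomics Workbench 20.0.4 to GRCm38 with the Ensembl release 92 annotation and obtained 1 table of 41549 genes, which also holds iBAT and liver libraries of the same 10 mice. Its header calls the values RPKM, but the values of each library add up to between 999967.3 and 999996.4, as TPM do, and they are called TPM here. TPM keep no read counts, so the depth of the libraries is unknown. Between 18939 and 20340 genes (median 19570) were above 0 in the WT libraries, and between 18705 and 20502 (median 19971) in the LFABP null libraries.
The genotypes were compared by limma on log2(TPM + 0.5) for the 14668 genes with a mean of at least 1 TPM over the 10 libraries. A fold change is on that scale, which understates the change of low genes. A gene counts as changed at an adjusted p under 0.1 and a fold over 1.2, thresholds that the paper names for its differentially expressed genes. The paper's filter of more than 20 RPKM and its DESeq2 threshold on the log2 fold change were set as alternatives. Gene sets of MSigDB were not used here, and 61 gene lists written before the data were examined were tested by camera, which compares the genes of a list with all other genes.
Some libraries stood apart from the others of their genotype. Cd79a, a part of the B cell receptor, was between 187.1 and 722.7 TPM in WT replicates 3 and 4 and LFABP null replicates 2, 3 and 4, and between 2.9 and 13.2 TPM in the other 5 libraries. A lymph node, which is rich in B and T cells, lies in the inguinal fat pad, and no word on it was found in the methods, so values of immune genes in iWAT are those of the fat with whatever part of the node was taken. Ucp1, the uncoupling protein of brown and beige adipocytes, was 962.3 TPM in LFABP null replicate 2, and the liver gene Alb was higher in LFABP null replicate 1 than in any other iWAT library. Acta1, the actin of skeletal muscle, was 1454.2 TPM in LFABP null replicate 4.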

To gain insight into the remarkable histological phenotypes noted in the iWAT, we performed RNA-seq followed by HALLMARK, KEGG, and REACTOME pathway enrichment analyses after 12 wks of HF feeding. The complete list of up- and downregulated pathways for all three MSigDBs; the volcano plot for REACTOME pathway enrichment analysis in the iWAT of HFD-fed WT and *LFABP*^−/−^ mice; and the STRING analysis-generated diagram showing known and predicted protein–protein interactions of DEGs can be found in Supplementary Materials (Tables S2 and S3 and Figures S1 and S2).

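Of 61 gene lists, 14 were higher and 24 were lower in the iWAT of the LFABP null mice than in that of the WT mice at an adjusted p under 0.1 from camera. Of 100 splits of the mice, the real one included, 11 gave at least 38 such lists. The split with the fewest lists still gave 16, and the highest other gave 45. A list that passes at the preset correlation of 0.01 is therefore not by itself evidence of a genotype difference. This limit holds for the adjusted p of every iWAT list from camera at that setting, here and below. Among the higher lists, the 31 genes of the proteasome, which degrades tagged proteins, had a median log2 difference of 0.14 (adjusted p = 4.59e-06), and the 73 mitochondrial ribosomal proteins a median of 0.14 (adjusted p = 2.49e-06). The 30 spliceosome genes had a median of 0.17 (adjusted p = 0.00252). No single member of these 3 lists changed, over all genes or adjusted over the list alone. Among the lower lists, the 36 lysosome genes had a median of -0.20 (adjusted p = 3.54e-10), with 3 members lower when adjusted over the list alone, and the 21 genes of branched-chain amino acid degradation a median of -0.24 (adjusted p = 2.26e-05). The 11 genes of the renin-angiotensin system, which acts in blood pressure and in adipose tissue, had a median of -0.51 (adjusted p = 2.49e-06), and 2 of them fell (5 when adjusted over the list alone). These were Agt, which encodes angiotensinogen, at a log2 difference of -1.39 (SE 0.22, adjusted p = 0.0291) and its receptor gene Agtr1a at -0.78 (SE 0.13, adjusted p = 0.0350).
With an estimated correlation between the genes of a list in place of the preset 0.01, none of the 61 lists passed, from adjusted p = 0.185 for the renin-angiotensin system to adjusted p = 0.717 for the spliceosome among those named. By fry, another test of limma, 4 lists were higher and 4 were lower. With library quality weights the proteasome list did not pass and the direction of the mitochondrial ribosomal one turned, and with the log2 Cd79a level as a covariate, chosen after seeing the data, the spliceosome and branched-chain lists did not pass. The call of Agt was lost without WT replicate 5 (adjusted p = 0.101), and that of Agtr1a without any 1 of WT replicates 2, 3 and 5 (adjusted p = 0.115 to 0.119) or with quantile normalization.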

REACTOME pathway enrichment analysis in iWAT showed that among 1026 identified pathways (25,254 identified genes), 99 gene sets (137 transcripts) were differentially expressed between the *LFABP*^−/−^ and WT mice (FDRq < 0.1), with 61 upregulated (74 transcripts) and 38 downregulated (63 transcripts) in the HF-fed *LFABP*^−/−^ mice (|FC| > 1.2). 

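As a list, the 20 genes of cholesterol biosynthesis were higher in the iWAT of LFABP null mice, with a median log2 difference of 0.74 and 18 of them above 0 (n = 5 per genotype, adjusted p = 1.47e-09 from camera). The 10 genes of sterol sensing and uptake did not pass as a list (adjusted p = 0.297), with 5 members above 0 and 5 below. The 14 components of canonical NF-κB and TNF signaling had a median of 0.30 (adjusted p = 0.295), and the 14 of noncanonical NF-κB signaling a median of 0.31 (adjusted p = 0.365), so neither passed. The 24 components of insulin, PI3K/Akt and mTOR signaling were lower as a list relative to all other genes (adjusted p = 0.0843 from camera). Their median was -0.021 and their mean -0.071, where the median of all genes tested was 0.054, so their own levels moved little. Both list calls were lost with an estimated correlation, at adjusted p = 0.341 for cholesterol biosynthesis and adjusted p = 0.547 for the PI3K/Akt and mTOR components. The call of the latter was also lost with a mean of at least 20 TPM, by fry, without the genes that the paper names, with the log2 Cd79a level as a covariate, chosen after seeing the data, and without any 1 of WT replicates 2 and 5 and LFABP null replicates 1, 3 and 4, at an adjusted p of up to 0.327, while by fry the cholesterol list had an adjusted p of 0.107.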

We observed consistent upregulation of cholesterol metabolism-related pathways, multiple pathways involved in NF-*κ*B signaling, and mTORC1 and PI3K/Akt/mTOR signaling (Table 2 and Figure 4a–c). 

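Lists of extracellular matrix and immune genes were lower in the iWAT of LFABP null mice by camera, and none of these calls held with an estimated correlation. The 13 fibrillar and associated collagens had a median log2 difference of -0.37 (adjusted p = 6.07e-06; adjusted p = 0.346 with an estimated correlation). The 12 basement membrane genes had a median log2 difference of -0.20 (adjusted p = 0.000178; adjusted p = 0.542 with an estimated correlation). The 21 glycoproteins and proteoglycans of the matrix had a median log2 difference of -0.26 (adjusted p = 0.000500; adjusted p = 0.338 with an estimated correlation). Among immune lists, the 22 macrophage markers had a median log2 difference of -0.57 (adjusted p = 3.25e-13; adjusted p = 0.310 with an estimated correlation), and the 17 complement genes a median of -0.56 (adjusted p = 1.38e-13; adjusted p = 0.185 with an estimated correlation). The 23 interferon response genes had a median of -0.18 (adjusted p = 0.000621; adjusted p = 0.638 with an estimated correlation). Of the complement genes, 4 fell (13 when adjusted over the list alone). Among those that fell over all genes were C2 (-0.87, SE 0.16, adjusted p = 0.0514), C7 (-0.86, SE 0.17, adjusted p = 0.0608) and C1s1 (-0.37, SE 0.084, adjusted p = 0.0949). Transcripts of red blood cells were lower in the same libraries. All 5 listed genes of this kind fell, over all genes and adjusted over the list alone, among them Alas2, an enzyme of heme synthesis in red blood cell precursors, from 43.4 ± 10.9 to 18.3 ± 4.25 TPM (SD, n = 5). The call of C1s1 was lost without any 1 of WT replicates 2, 3, 4 and 5 and LFABP null replicates 1, 2, 3, 4 and 5 (adjusted p = 0.101 to 0.254); that of C2 was lost without any 1 of WT replicates 2, 3 and 5 and LFABP null replicates 1, 2 and 4 (adjusted p = 0.108 to 0.153) and that of C7 without any 1 of WT replicates 2, 3 and 5 and LFABP null replicates 1, 2 and 4 (adjusted p = 0.105 to 0.171). All 3 were lost with median of ratios scaling, those of C2 and C7 also with quantile normalization, and that of C1s1 with a pseudocount of 0.1, no filter on low values, robust eBayes or the mouse prefix of the library names as a covariate. The interferon list did not pass with library quality weights.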

Downregulated gene sets in the HF-fed *LFABP*^−/−^ iWAT included ECM- and inflammation-related pathways (Table 2 and Figure 4a–c).

### 3.3. Lfabp Ablation Induces Distinct Transcriptional Responses in iWAT upon DIO

We sought to evaluate the potential molecular basis for the marked increase in iWAT fat accumulation and unexpected higher cellularity upon obesity development and LFABP deficiency by interrogating the gene expression signature of the iWAT depot to identify changes in genes related to growth and obesity status. Among 25,254 identified genes, 137 transcripts were expressed differentially between *LFABP*^−/−^ and WT mice (FDRq < 0.1), with a total of 74 upregulated and 63 downregulated in the HF-fed *LFABP*^−/−^ mice (|FC| > 1.2). 

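Of 14668 genes tested in iWAT, 100 were higher and 113 were lower in LFABP null mice than in WT mice (limma, n = 5 per genotype). For 92 of the higher and 101 of the lower genes, the TPM of the 5 LFABP null mice and of the 5 WT mice did not overlap. This was so for 456 of all genes tested, or 3.11%, where chance gives 0.794%. Of 100 splits of the 10 mice into 5 and 5, the real one included, 6 gave at least 213 changed genes, the highest other 6323, so chance is not excluded for the count. Small structured RNAs and rRNA made up 25 of the 100 higher genes and none of the lower ones, and 74 of the 86 such RNAs tested had a log2 difference above 0, with a median of 1.30. Rn7sk, a small nuclear RNA that restrains transcription elongation, was 8.72 ± 3.18 TPM in WT and 71.6 ± 17.7 TPM (SD, n = 5) in LFABP null mice, and Rn7s2, the RNA of the signal recognition particle, rose from 43.5 to 392 TPM. Gm24265, a predicted small RNA with the largest fold, rose by 3.90 on the log2 scale (SE 0.29, adjusted p = 0.000596). Rn7sk and Rn7s2 have no poly(A) tail. Small structured RNAs and rRNA, those of mitochondria included, together took 0.484 to 0.904% of the TPM of each WT library. In each LFABP null library they took 1.82 to 2.96%. How much of these shares comes from RNAs without a poly(A) tail was not measured. In the library names, the sample numbers of all WT libraries come before those of all LFABP null libraries. An effect of library order therefore cannot be told apart from the genotype. Among protein-coding genes, 69 rose and 109 fell. Cyp2f2, a cytochrome P450, was 129.8 ± 62.4 TPM in WT and 16.2 ± 6.42 TPM (SD, n = 5) in LFABP null mice (log2 difference -2.90, SE 0.42, adjusted p = 0.0192). Lrmda, linked to melanocyte differentiation, fell by 2.20 on the log2 scale (SE 0.23, adjusted p = 0.00327).
Leaving out 1 library moved the counts by over 1.5 times for 9 of the 10. They were 34 higher and 17 lower without WT replicate 5, 39 and 18 without WT replicate 3, 40 and 20 without WT replicate 2, 46 and 24 without LFABP null replicate 4, 51 and 48 without LFABP null replicate 1, 56 and 67 without LFABP null replicate 5, 62 and 58 without LFABP null replicate 3, 72 and 41 without LFABP null replicate 2, and 197 and 121 without WT replicate 1. With library quality weights 6499 genes were higher and 1514 lower, with median of ratios scaling 56 and 45, with quantile normalization 55 and 73, and with no filter on low values 70 and 63. With the log2 Cd79a level as a covariate, chosen after seeing the data, 539 were higher and 784 lower, and without LFABP null replicates 1 and 2 together, chosen in the same way, 24 and 16. Of the 66 changed genes of iWAT whose values were followed over all settings, 48 did not pass in the latter case.

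**Figure D1:**
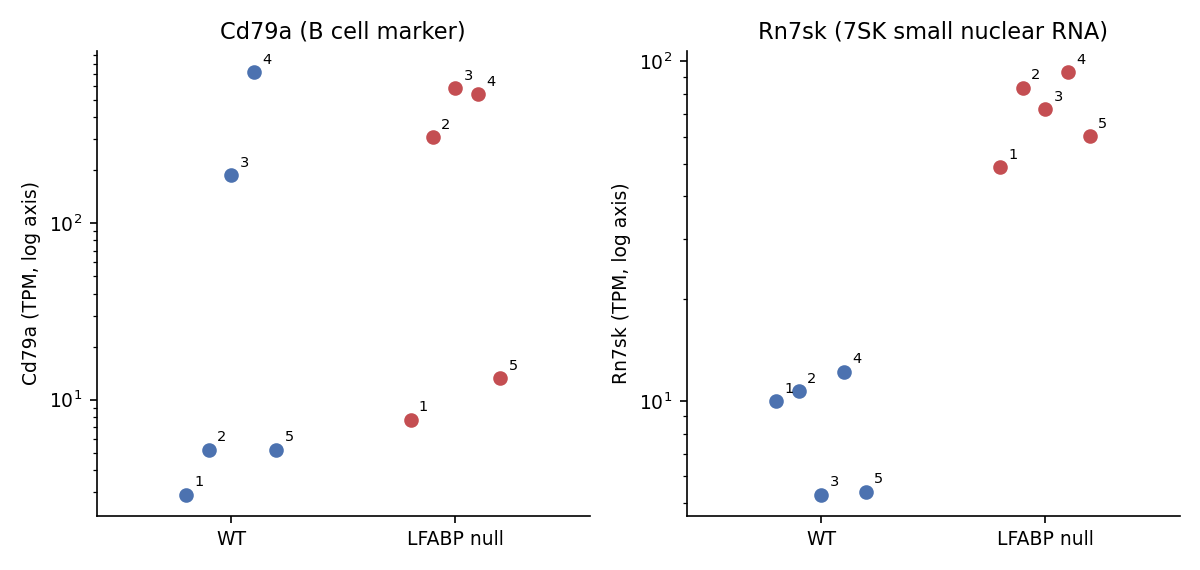
Cd79a and Rn7sk in each iWAT library, in TPM on log axes, with each point labelled by its replicate number (n = 5 per genotype). Cd79a differs between libraries within both genotypes, while Rn7sk is 5.3 to 12.2 TPM in WT and 48.9 to 93.1 TPM in LFABP null mice.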

The top upregulated and downregulated differentially expressed genes are shown in Figure 5 and Table 2.

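Of the 18 genes that Fig. 5 shows as higher in LFABP null iWAT, 12 rose over all genes tested, and of the 18 it shows as lower, 12 fell. All 36 passed when adjusted over the list alone (limma, n = 5 per genotype), which is not independent evidence, since the study chose these genes on the same libraries. Nfil3, a transcription factor of the circadian and cytokine response, was 8.62 ± 1.43 TPM in WT and 20.0 ± 4.48 TPM (SD, n = 5) in LFABP null mice. Chst1, a sulfotransferase that modifies keratan sulfate, fell from 258 ± 21.8 to 129 ± 12.5 TPM (log2 difference -1.01, SE 0.094, adjusted p = 0.00159). Vnn1, a pantetheinase, fell from 26.8 ± 8.79 to 10.6 ± 1.99 TPM (adjusted p = 0.0350), and Gpx3, the secreted glutathione peroxidase, from 659 ± 92.6 to 369 ± 76.9 TPM (adjusted p = 0.0506). Slc27a1, a fatty acid transport protein, fell by 1.26 on the log2 scale (SE 0.24, adjusted p = 0.0520). Gpnmb, a glycoprotein of lipid-laden macrophages, had the second largest difference among the genes shown as lower, at -1.79 (SE 0.50), and did not pass (adjusted p = 0.173). The call of Gpx3 was lost without any 1 of WT replicates 2, 3 and 5 and LFABP null replicates 1, 4 and 5 (adjusted p = 0.103 to 0.146), and that of Slc27a1 without any 1 of WT replicates 2, 3 and 5 and LFABP null replicates 2, 3 and 4 (adjusted p = 0.107 to 0.156) or with median of ratios scaling. Vnn1 did not pass without WT replicate 5 (adjusted p = 0.124), nor Nfil3 with quantile normalization.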

### 3.4. Lfabp Null Mice Show Altered Adipogenic Potential

Given the striking hyperplastic phenotype observed in the iWAT of the *LFABP*^−/−^ mouse model, we inspected individual transcripts proposed to denote enhanced adipogenesis. Interestingly, we found an approximately 3.5-fold downregulation of cytochrome P450 family 2 subfamily E member 1 (*Cyp2e1*), characteristic of adipogenesis regulator (Areg) cells that inhibit adipogenesis through the retinoic acid signaling pathway [32], as well as those of family with sequence similarity 13 member A (*Fam*13*a*), implicated in adipocyte size and fat distribution [33], in the iWAT of HF-fed *LFABP*^−/−^ mice relative to WT. Additionally, Hairless (*Hr*) expression, which is significantly higher in the *LFABP*^−/−^ mice upon DIO, is required for white adipocyte development both in vitro and in vivo and is thought to be proadipogenic [34]. 

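In iWAT, Cyp2e1, a cytochrome P450 that oxidizes ethanol and fatty acids, was 2045 ± 1225 TPM in WT and 592 ± 258 TPM (SD, n = 5) in LFABP null mice, and Fam13a was 111 ± 40.3 TPM in WT and 33.2 ± 9.78 TPM in LFABP null mice. Fam13a (ENSMUSG00000037709, chromosome 6 of GRCm38 from 58932090 to 59024549) fell by 1.71 on the log2 scale (SE 0.27, adjusted p = 0.0261 from limma), and its values did not overlap between the genotypes. For Cyp2e1 (ENSMUSG00000025479, chromosome 7 of GRCm38 from 140763739 to 140774987) the log2 difference was -1.67 (SE 0.46), a 3.18-fold lower level that did not pass (adjusted p = 0.169). Of 9 other markers of Areg cells, none changed over all genes or adjusted over the list alone, and the list did not pass (median log2 difference -0.019, adjusted p = 0.800 from camera). The 2 with the smallest p were Fmo2, at 0.34 (SE 0.19), and Clec11a, at -0.36 (SE 0.21).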

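Hr, which encodes the corepressor Hairless, was 21.5 ± 7.17 TPM in the iWAT of WT mice and 83.0 ± 12.6 TPM (SD, n = 5) in that of LFABP null mice, a 3.91-fold rise. The values of the genotypes did not overlap. The log2 difference was 1.97 (SE 0.21, adjusted p = 0.00327 from limma). The gene (ENSMUSG00000022096, chromosome 14 of GRCm38 from 70552212 to 70573548) passed the test in the 10 fits that each left out 1 library and under every other setting tried.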

The orphan nuclear receptor estrogen-related receptor α (*ESRRA*) is also upregulated in *LFABP*^−/−^ mice, as is the transcript level of dual-specificity phosphatase 1 (*Dusp1*); these are known to be induced during adipocyte differentiation [35] and early proliferation of adipocyte progenitors [36], respectively; thus, their upregulation may indicate enhanced adipogenic capacity in the *LFABP*^−/−^ iWAT depot relative to WT. 

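Esrra, a nuclear receptor that drives genes of mitochondrial energy metabolism, was 33.7 ± 4.16 TPM in WT and 105 ± 21.0 TPM (SD, n = 5) in LFABP null iWAT. It rose by 1.61 on the log2 scale (SE 0.14, adjusted p = 0.00128 from limma; ENSMUSG00000024955, chromosome 19 of GRCm38 from 6910977 to 6921840). Dusp1, a phosphatase that inactivates MAP kinases, was 74.9 ± 9.48 TPM in WT and 135 ± 49.6 TPM in LFABP null mice, at a log2 difference of 0.79 (SE 0.20). The genotypes did not overlap for Dusp1, but it did not pass (adjusted p = 0.143). Of 11 pro-adipogenic transcription factors, none changed over all genes, and 1 was higher and 1 lower when adjusted over the list alone. These were Zfp423, at 0.51 (SE 0.17), and Ebf2, at -0.64 (SE 0.17), which both act early in adipocyte commitment. The 12 markers of adipocyte progenitors were lower as a list (median log2 difference -0.21, adjusted p = 0.000621 from camera; adjusted p = 0.366 with an estimated correlation). Of these, Pdgfra, a receptor on progenitors, fell from 27.5 ± 4.22 to 16.9 ± 2.62 TPM (adjusted p = 0.0731), and 2 were lower when adjusted over the list alone. The Pdgfra call was lost without any 1 of WT replicates 2, 3, 4 and 5 and LFABP null replicates 1, 2, 3 and 4 (adjusted p = 0.101 to 0.212) and with median of ratios scaling, quantile normalization or no filter on low values. The 11 pro-adipogenic factors did not pass as a list (adjusted p = 0.955) except with library quality weights (adjusted p = 0.0132). From the higher levels of Esrra and Dusp1, the paper proposes that adipogenic capacity may be enhanced in the iWAT of LFABP null mice.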

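Gadd45g, a growth arrest and DNA damage response gene, was 62.4 ± 9.67 TPM in the iWAT of WT mice and 155 ± 59.1 TPM (SD, n = 5) in that of LFABP null mice. It rose by 1.25 on the log2 scale (SE 0.23, adjusted p = 0.0520 from limma). Cdkn1a, which encodes the cyclin-dependent kinase inhibitor p21, was 51.1 ± 31.3 TPM in WT and 136 ± 50.1 TPM in LFABP null mice. Its log2 difference of 1.50 (SE 0.37) did not pass (adjusted p = 0.131). Of 22 cell cycle genes, none changed over all genes or adjusted over the list alone, and 16 had a log2 difference below 0 (median -0.16, adjusted p = 0.140 from camera). The list passed as lower without any 1 of WT replicates 1, 2 and 5 and LFABP null replicates 2, 3 and 4 (adjusted p = 0.00501 to 0.0843), and with the replicate block or, chosen after seeing the data, the log2 Cd79a level as a covariate (adjusted p = 1.49e-06 to 0.0349), and its direction turned with library quality weights. E2f1, a transcription factor of S phase entry, had the smallest p among them, at -0.24 (SE 0.18). Gadd45g was no longer past the threshold without any 1 of WT replicates 2, 3 and 5 and LFABP null replicates 1 and 4 (adjusted p = 0.113 to 0.145), with median of ratios scaling or with quantile normalization.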

The transcript levels of genes involved in growth arrest, which is a crucial and necessary step during adipogenesis, are also upregulated in the HF-fed *LFABP* null mice, including *Cdkn*1*a* and *Gadd*45*g* (Figure 6 and Table S2).

### 3.5. Lfabp Deficiency May Enhance Cholesterol Biosynthesis and Subsequent mTORC1-Mediated iWAT Growth

All two MSigDBs used for RNA-seq pathway analyses reveal 2- to 3-fold increases in cholesterol biosynthesis and homeostasis pathways in the iWAT of HF-fed *LFABP*^−/−^ mice (Figure 4). Indeed, approximately 2- to 2.5-fold increases in the activation of cholesterol biosynthesis and SREBP gene expression pathways were found in the *LFABP*^−/−^ mouse model upon DIO (FDRq < 0.001 for both) (Figure 7a). 

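Beside the enzymes of cholesterol synthesis, genes of cholesterol uptake and efflux were measured in iWAT. Of 10 genes of sterol sensing and uptake, 1 rose, and 2 did so when adjusted over the list alone. Of 8 genes of cholesterol efflux and other LXR targets, none changed over all genes or adjusted over the list alone, with a median log2 difference of 0.052, a mean of -0.028 and adjusted p = 0.481 from camera. Abca1, the transporter that exports cholesterol to apolipoprotein A-I, was 94.5 ± 9.98 TPM in WT and 70.8 ± 13.9 TPM (SD, n = 5) in LFABP null mice (adjusted p = 0.267 from limma).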

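Of 20 genes of cholesterol biosynthesis, 2 rose in the iWAT of LFABP null mice over all genes tested and 13 when adjusted over the list alone, and none fell. Sc5d, an enzyme of the last steps, was 51.7 ± 14.1 TPM in WT and 113 ± 31.1 TPM (SD, n = 5) in LFABP null mice (log2 difference 1.11, SE 0.22, adjusted p = 0.0610 from limma). Mvd, which makes isopentenyl diphosphate, was 13.3 ± 4.82 TPM in WT and 29.8 ± 9.01 TPM in LFABP null mice (log2 difference 1.14, adjusted p = 0.161). The sterol demethylase Cyp51 had a log2 difference of 1.02 (SE 0.25, adjusted p = 0.120) and Idi1, the isopentenyl diphosphate isomerase, of 0.80 (SE 0.21, adjusted p = 0.152), so these 3 did not pass over all genes. For the genes of the SREBP transcription factors, the log2 difference was 0.42 for Srebf2 (SE 0.35, adjusted p = 0.852) and -0.025 for Srebf1 (SE 0.19, adjusted p = 0.989). Of the 20 genes of Fig. 7a, 5 rose over all genes and all 20 when adjusted over the list alone, which is not independent evidence, since the study chose them on these libraries. WT replicate 1 had the highest WT values of Hmgcs1, Sc5d, Cyp51 and Idi1, at 192.1, 76.3, 26.0 and 40.2 TPM.
The direction of Srebf1 turned without any 1 of WT replicate 5 and LFABP null replicates 2 and 4, to 0.10 at most. Without the genes that the paper names in its figures and Table 2, the cholesterol list had an adjusted p of 0.193, and Sc5d did not pass without any 1 of WT replicates 2, 3 and 5 and LFABP null replicates 1, 3, 4 and 5 (adjusted p = 0.106 to 0.172) or with median of ratios scaling.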

The expression levels of 3-hydroxy-3-methylglutaryl-CoA synthase 1 (*Hmgcs*1) (FDRq = 0.036) were increased in the *LFABP*^−/−^ iWAT, suggesting upregulation of the early steps of cholesterol biosynthesis. 

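Hmgcs1 (ENSMUSG00000093930, chromosome 13 of GRCm38 from 119690379 to 119708260), which condenses acetyl-CoA with acetoacetyl-CoA, was 105 ± 50.3 TPM in the iWAT of WT mice and 240.2 ± 63.6 TPM (SD, n = 5) in that of LFABP null mice. It rose by 1.26 on the log2 scale (SE 0.28, adjusted p = 0.0895 from limma). The rise passed the test without WT replicate 1, and did not pass without any other single library, any 1 of WT replicates 2, 3, 4 and 5 and LFABP null replicates 1, 2, 3, 4 and 5 (adjusted p = 0.121 to 0.241), with median of ratios scaling, with quantile normalization or with no filter on low values.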

The transcript levels of *Insig*1 were also upregulated in the HF-fed *LFABP*^−/−^ mice, possibly acting as a brake on cholesterol biosynthesis. 

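Insig1 (ENSMUSG00000045294, chromosome 5 of GRCm38 from 28071363 to 28078662), which holds the SREBP escort protein in the endoplasmic reticulum, was 187 ± 72.9 TPM in WT and 464 ± 148 TPM (SD, n = 5) in LFABP null iWAT. It rose by 1.33 on the log2 scale (SE 0.28, adjusted p = 0.0781 from limma). The call was lost without any 1 of WT replicates 2, 3, 4 and 5 and LFABP null replicates 1, 3, 4 and 5 (adjusted p = 0.101 to 0.210). It was also lost with median of ratios scaling, quantile normalization, no filter on low values or the mouse prefix of the library names as a covariate.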

Intriguingly, the PI3K/Akt/mTOR signaling pathway was enriched by 33% and that of the protein kinase mechanistic target of rapamycin complex 1 (mTORC1), which is involved in cell growth and cell survival [37] and has been shown to be activated by cholesterol [37], was enriched by 86% in the HF-fed *LFABP*^−/−^ mice relative to WT (Table 2). This is consistent with evidence demonstrating that increased INSIG1 is rapidly compensated by the activation of mTORC1 to restore SREBP1-mediated de novo lipogenesis gene expression [38]. 

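In iWAT, none of the 24 listed components of insulin, PI3K/Akt and mTOR signaling changed over all genes, and 2 were lower when adjusted over the list alone. Irs1, an adaptor of the insulin receptor, was 18.3 ± 4.32 TPM in WT and 10.1 ± 3.93 TPM (SD, n = 5) in LFABP null mice, at a log2 difference of -0.86 (SE 0.24, adjusted p = 0.173 from limma). Insr, the insulin receptor gene, was 34.2 ± 3.00 TPM in WT and 27.1 ± 3.00 TPM in LFABP null mice, at -0.33 (SE 0.10, adjusted p = 0.215). Of the 15 top genes that Table 2 names for mTORC1 signaling, which are largely enzymes of sterol synthesis and stress response genes, 4 rose over all genes and 14 when adjusted over the list alone. This is not independent evidence, since the study chose these genes on the same libraries. Enrichment scores of MSigDB gene sets were not computed here.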

Evidence of increased lipid synthesis more generally is seen in the 2.5-fold enrichment in the stearoyl-CoA-desaturase 2 (*Scd*2) transcripts in the HF-fed *LFABP*^−/−^ relative to WT mice (FDRq = 0.071) (Figure 7a). 

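Scd2, a stearoyl-CoA desaturase that makes monounsaturated fatty acids, was 239.7 ± 157 TPM in WT and 588 ± 251 TPM (SD, n = 5) in LFABP null iWAT, a 2.62-fold higher level. Its log2 difference of 1.39 (SE 0.41) did not pass (adjusted p = 0.202 from limma). Scd1, the main desaturase of adipose tissue, was 27808 ± 6254 TPM in WT and 28549.7 ± 8616 TPM in LFABP null mice (log2 difference 0.024, SE 0.30, adjusted p = 0.993). As a list, the 15 genes of de novo lipogenesis were higher (median log2 difference 0.22, adjusted p = 0.0514 from camera; adjusted p = 0.677 with an estimated correlation), with no member changed over all genes and 3 higher when adjusted over the list alone. The list call was lost with a mean of at least 20 TPM and without any 1 of WT replicates 3 and 4 and LFABP null replicates 1, 2 and 5 (adjusted p of up to 0.868), and its direction turned with library quality weights. The direction of Scd1 turned with median of ratios scaling and with library quality weights, and without any 1 of WT replicate 4 and LFABP null replicates 1 and 5.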

Importantly, we found that free cholesterol levels in the iWAT of the HF-fed *LFABP*^−/−^ mice were 50% higher compared to those of the WT mice (*p* = 0.003) (Table 1 and Figure 7b), corroborating the gene expression profiling results. STRING analysis of protein-coding genes shows the active nodes between DEGs involved with cholesterol biosynthesis pathways (Figure S2).

### 3.6. Lfabp Deletion Induces iWAT Immune and Inflammatory Responses and ECM and Angiogenesis Remodeling

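Of 14 components of canonical NF-κB and TNF signaling, none changed in iWAT over all genes or adjusted over the list alone, and 12 had a log2 difference above 0 (n = 5 per genotype). Tnfrsf1a, the TNF receptor with a death domain, had the smallest p, with 194 ± 18.2 TPM in WT and 229 ± 18.6 TPM (SD, n = 5) in LFABP null mice (log2 difference 0.24, SE 0.093, adjusted p = 0.365 from limma). Of 14 components of noncanonical NF-κB signaling, 1 rose over all genes and adjusted over the list alone, the receptor gene Tnfrsf12a. Of 13 top genes that Table 2 names for TNFα signaling via NF-κB, 7 rose over all genes and 13 when adjusted over the list alone, which is not independent evidence, since the study chose them on these libraries. Among these, Trib1, a pseudokinase, was 18.6 ± 2.75 TPM in WT and 34.9 ± 5.39 TPM in LFABP null mice (adjusted p = 0.0218), and Maff, a small Maf transcription factor, was 10.0 ± 1.07 TPM in WT and 23.4 ± 9.45 TPM in LFABP null mice (adjusted p = 0.0584). Dnajb4, a heat shock protein, rose by 0.74 on the log2 scale (SE 0.14, adjusted p = 0.0584). The canonical list passed without WT replicate 4 (adjusted p = 0.0545) and with library quality weights or the replicate block (adjusted p = 0.0244 to 0.0577), the noncanonical list passed with these weights (adjusted p = 0.0399), and the direction of both NF-κB lists turned with the log2 Cd79a level as a covariate, chosen after seeing the data. None of the 3 genes passed with median of ratios scaling or quantile normalization, nor Maff without any 1 of WT replicates 2, 3 and 5 and LFABP null replicates 1 and 4 (adjusted p = 0.111 to 0.159), nor Dnajb4 without any 1 of WT replicates 2, 3 and 5 and LFABP null replicates 1, 4 and 5 (adjusted p = 0.112 to 0.157).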

The TNFα signaling pathway via NF-*κ*B, Dectin1-mediated noncanonical NF-*κ*B signaling, and the TNFR2 noncanonical NF-*κ*Β pathway, all involved in cellular immune and inflammatory pathways, are 1.9- (HALLMARK: FDRq <0.001), 1.7- (REACTOME: FDRq = 0.095), and 1.7-fold (REACTOME: FDRq = 0.092) enriched, respectively, in the HF-fed *LFABP*^−/−^ mice, relative to WT. In particular, the iWAT transcript levels of TNF receptor superfamily member 12A (*Tnfrsf*12*a*) are approximately 4-fold higher (FDRq < 0.001); TNFRSF12A serves as the specific receptor of the TNF-like weak inducer of apoptosis (TWEAK or TNFSF12A) [39,40,41,42] and is involved in noncanonical NF-*κ*B signaling.

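Tnfrsf12a (ENSMUSG00000023905, chromosome 17 of GRCm38 from 23675445 to 23677468) was 20.4 ± 7.17 TPM in the iWAT of WT mice and 72.7 ± 28.6 TPM (SD, n = 5) in that of LFABP null mice, a 3.50-fold rise. The log2 difference was 1.81 (SE 0.31, adjusted p = 0.0380 from limma). It did not pass without WT replicate 5 (adjusted p = 0.130), with median of ratios scaling or with quantile normalization.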

Changes in multiple ECM-related pathways were found in the iWAT of HF-fed *LFABP*^−/−^ mice, including collagen formation and degradation, the biosynthesis of collagen and modifying enzymes, the assembly of collagen fibrils and other multimeric structures, the crosslinking of collagen fibrils, the degradation of the ECM, the activation of matrix metalloproteinases, ECM proteoglycans, ECM organization, and laminin interactions (Table 2, Table S2 and Figure 4b,c).

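Of 13 fibrillar and associated collagens, 1 fell in LFABP null mice and none rose (5 lower when adjusted over the list alone). Besides the collagens of type I and III, the latter count holds Col6a3, a chain of the microfibrillar type VI collagen, at 137 ± 26.5 TPM in WT and 81.3 ± 19.3 TPM (SD, n = 5) in LFABP null mice. Of 12 basement membrane genes, all with a log2 difference below 0, 1 fell (3 when adjusted over the list alone), and Lamb1, a laminin chain, had a log2 difference of -0.61 (SE 0.16, adjusted p = 0.163 from limma). Of 21 glycoproteins and proteoglycans, 3 fell and 1 rose (6 lower and 2 higher when adjusted over the list alone). Of 22 matrix proteases and their inhibitors, 3 fell and 1 rose (5 lower and 2 higher when adjusted over the list alone), and as a list they were lower (median log2 difference -0.28, adjusted p = 0.000335 from camera; adjusted p = 0.338 with an estimated correlation). No member of the 17 genes of collagen processing and crosslinking changed, over all genes or adjusted over the list alone, and as a list they were lower (median -0.17, adjusted p = 0.00339; adjusted p = 0.547 with an estimated correlation). With the log2 Cd79a level as a covariate, chosen after seeing the data, the basement membrane, protease and crosslinking lists no longer passed, and without the genes that the paper names the collagen list had an adjusted p of 0.648.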

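Levels of matrix genes in iWAT are given in TPM (mean ± SD, n = 5 per genotype), with adjusted p from limma. Col1a2, a chain of type I collagen, fell from 387 ± 121 in WT to 182 ± 42.9 in LFABP null mice (log2 difference -1.06, SE 0.23, adjusted p = 0.0792). Periostin (Postn), a matricellular protein of remodeling tissue, fell from 54.8 ± 12.9 to 30.6 ± 5.41 (-0.81, SE 0.19, adjusted p = 0.0978). The laminin chain gene Lama2 fell from 15.9 ± 2.64 to 9.14 ± 2.22 (-0.78, SE 0.18, adjusted p = 0.0949), and Ecm1 from 219 ± 50.5 to 126 ± 19.3 (-0.77, SE 0.17, adjusted p = 0.0829). Col1a1, the other chain of type I collagen, was 694 ± 239 in WT and 369.7 ± 92.9 in LFABP null mice, and Col3a1, of type III collagen, 931 ± 271 and 513 ± 186. Neither passed (adjusted p = 0.188 for Col1a1 and 0.240 for Col3a1). Spp1, the gene of osteopontin, which lipid-associated macrophages secrete, was 21.5 ± 19.0 in WT and 3.62 ± 1.43 in LFABP null mice (log2 difference -2.08, adjusted p = 0.122), and Thbs1, of the matricellular protein thrombospondin-1, 30.2 ± 4.78 and 61.3 ± 21.5 (log2 difference 0.95, adjusted p = 0.121). Both did not pass, although their values did not overlap between the genotypes. Of the 25 genes of Fig. 8a, 6 fell and 1 rose (14 and 2 when adjusted over the list alone, which is not independent evidence, since the study chose them on these libraries).
The calls were lost without single libraries, Col1a2 without any 1 of WT replicates 2, 3 and 5 and LFABP null replicates 2, 3, 4 and 5 (adjusted p = 0.149 to 0.224) and Postn without any 1 of WT replicates 1, 2, 3 and 5 and LFABP null replicates 1, 2, 3, 4 and 5 (adjusted p = 0.108 to 0.256), and all 4 with median of ratios scaling or no filter on low values, Postn and Lama2 also with quantile normalization, Postn, Lama2 and Ecm1 with the mouse prefix of the library names as a covariate, and Postn with a pseudocount of 0.1. That of Lama2 was lost without any 1 of WT replicates 1, 2, 3 and 5 and LFABP null replicates 1, 2, 3 and 4 (adjusted p = 0.131 to 0.261), and that of Ecm1 without any 1 of WT replicates 2, 3 and 5 and LFABP null replicates 1, 2, 3, 4 and 5 (adjusted p = 0.114 to 0.230).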

The transcriptomic profile of iWAT reveals that, among the ECM components, levels of several collagens (*Col*1*a*1, *Col*1*a*2, *Col*3*a*1), along with *Postn* (periostin), *Lama*2 (laminin α-2 chain), *Spp*1 (osteopontin), and *Ecm*1 (extracellular matrix protein 1), are significantly downregulated, whereas *Thbs*1 (thrombospondin-1) is significantly upregulated in HF-fed *LFABP*^−/−^ mice relative to WT (Figure 8a). 

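Adamts12 (ENSMUSG00000047497, chromosome 15 of GRCm38 from 11064790 to 11349231), a secreted metalloproteinase with thrombospondin motifs, was 19.2 ± 4.77 TPM in the iWAT of WT mice and 8.76 ± 1.54 TPM (SD, n = 5) in that of LFABP null mice. It fell by 1.07 on the log2 scale (SE 0.19, adjusted p = 0.0450 from limma). The call was lost without any 1 of WT replicates 2, 3 and 5 and LFABP null replicates 2 and 4 (adjusted p = 0.104 to 0.140), and with median of ratios scaling or quantile normalization.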

The expression level of *Adamts*12, an ECM-constructive enzyme, was downregulated in the *LFABP*^−/−^ mouse model upon DIO, possibly indicating decreased collagen levels due to impaired proteolytic cleavage. The expression levels of the degrading enzymes MMP2 (matrix metalloproteinase 2) and MMP9 were also downregulated, as was the level of their inhibitor TIMP2 (tissue metalloproteinase inhibitor 2), presumably explaining the similar transcript levels of the collagen types COL-4 and 5 between the *LFABP*^−/−^ and WT mice (Figure 8a). By contrast, expression levels of the serine protease inhibitor clade E member 1 (*Serpine*1), also known as plasminogen activator inhibitor-1 (PAI-1), are significantly elevated in the *LFABP*^−/−^ iWAT, possibly indicating inhibition of the ECM fibrinolytic system and, thus, ECM degradation (Figure 8a).

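Mmp9, a gelatinase of leukocytes and other cells, was 13.0 ± 5.33 TPM in WT and 5.62 ± 1.44 TPM (SD, n = 5) in LFABP null iWAT, and Timp2, an inhibitor of metalloproteinases, 365 ± 46.9 and 231 ± 40.6 TPM. Both fell, Mmp9 by 1.10 (SE 0.25, adjusted p = 0.0939 from limma) and Timp2 by 0.67 on the log2 scale (SE 0.14, adjusted p = 0.0683). Mmp2, the gelatinase of stromal cells, was 197 ± 57.5 TPM in WT and 113 ± 18.1 TPM in LFABP null mice, at a log2 difference of -0.76 (SE 0.21) that did not pass (adjusted p = 0.182). For the chains of type IV collagen, the network collagen of basement membranes, the log2 difference was -0.26 for Col4a1 (SE 0.22, adjusted p = 0.862) and -0.026 for Col4a2 (SE 0.25, adjusted p = 0.991). For type V collagen it was -0.20 for Col5a1 (SE 0.24, adjusted p = 0.932), -0.33 for Col5a2 (SE 0.26, adjusted p = 0.813) and -0.30 for Col5a3 (SE 0.31, adjusted p = 0.911). None of these 5 passed. The Mmp9 call was lost without any 1 of WT replicates 2, 3, 4 and 5 and LFABP null replicates 1, 2, 3, 4 and 5 (adjusted p = 0.113 to 0.219), with either other scaling, with no filter on low values or with the replicate block; that of Timp2 was lost without any 1 of WT replicates 2, 3 and 5 and LFABP null replicates 1, 2 and 4 (adjusted p = 0.133 to 0.197) or with no such filter. The direction of Col4a2 turned without any 1 of WT replicates 1 and 2 and LFABP null replicates 2 and 3 (to 0.14 at most), and with the mouse prefix of the library names as a covariate.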

SERPINE1 has been shown to induce cell proliferation and migration, as well as pro-angiogenic activity [43,44,45,46]. Moreover, Masson’s trichrome staining for fibrosis shows no appreciable differences between the HF-fed *LFABP* null and WT mice. It is of interest, however, that small adipocytes are found close to more fibrotic areas in the KO iWAT sections, which is consistent with the concepts of ‘adaptive fibrosis’ and ‘homeostatic adipogenesis’ [47,48,49] (Figure 8b).

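Sdc4 (ENSMUSG00000017009, chromosome 2 of GRCm38 from 164424247 to 164443887), a heparan sulfate proteoglycan of the cell surface, was 72.6 ± 11.6 TPM in WT and 200.2 ± 59.9 TPM (SD, n = 5) in LFABP null iWAT. It rose by 1.43 on the log2 scale (SE 0.18, adjusted p = 0.0107 from limma), and passed under every other setting tried. Adgre1, the gene of the macrophage surface marker F4/80, fell from 47.6 ± 15.8 in WT to 22.7 ± 4.01 TPM in LFABP null mice (log2 difference -1.01, SE 0.21, adjusted p = 0.0731). Of 22 macrophage markers, 3 fell over all genes (15 when adjusted over the list alone), and 21 had a log2 difference below 0. The other members that fell were Fcgr3, an Fc receptor (-0.58, SE 0.12, adjusted p = 0.0683), and Cd14, the coreceptor for lipopolysaccharide (-0.62, SE 0.14, adjusted p = 0.0829). Of 11 markers of lipid-associated macrophages, none fell over all genes and 3 did when adjusted over the list alone (median log2 difference -0.33, adjusted p = 2.41e-05 from camera; adjusted p = 0.338 with an estimated correlation). The 8 neutrophil markers were lower as a list too (median -0.64, adjusted p = 0.00747; adjusted p = 0.535 with an estimated correlation), with 1 member lower over all genes and adjusted over the list alone. The Adgre1 call was lost without any single library but WT replicate 1 (adjusted p = 0.101 to 0.173), that of Fcgr3 without any 1 of WT replicates 2, 3 and 5 and LFABP null replicates 2, 3 and 4 (adjusted p = 0.114 to 0.195), and that of Cd14 without any single library but WT replicate 4 or LFABP null replicate 5 (adjusted p = 0.105 to 0.220); those of Fcgr3 and Cd14 were lost with either other scaling, that of Fcgr3 also with the replicate block, and those of Adgre1 and Cd14 with no filter on low values or the mouse prefix of the library names as a covariate.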

The transcript levels of *Sdc*4 (syndecan 4), involved in ECM interactions and vasculogenesis, are increased, whereas those of *F*4/80 (or *Adgre*1), characteristic of macrophage infiltration, are decreased in the HF-fed *LFABP*^−/−^ iWAT relative to WT (Figure 8c). To directly assess macrophage infiltration, iWAT sections were stained for F4/80; in keeping with the gene expression data, markedly decreased infiltration of macrophages in the subcutaneous adipose tissue of the MHO *LFABP*-ablated mice relative to the WT was observed, including large areas with no apparent macrophage staining at all. Those positive cells found in the iWAT of *LFABP*^−/−^ mice are mostly single, mildly stained isolated macrophages. In contrast, in the iWAT of WT mice, there were more areas showing the presence of macrophages, and the greater intensity of the staining indicates the aggregation of more cells compared to the iWAT of the KOs. Notably, whereas in the iWAT of HF-fed WT mice, we detected areas with positive cells organized in CLSs around adipocytes; CLSs were not found in the iWAT of the *LFABP*^−/−^ mice (Figure 8d), in keeping with the MHO phenotype of these mice. DEGs involved in ECM remodeling and noncanonical NF-κB signaling are visualized in the STRING analysis diagram revealing potential protein–protein interactions in the HF-fed *LFABP*^−/−^ iWAT (Figure S2).

Collectively, these results reveal that while the WT responds as expected to an HFD by developing inflamed adipose tissue with increased pericellular fibrosis, the *LFABP* KO manages to prevent this, showing neither inflammation nor macrophage infiltration in iWAT upon DIO.

## 4. Discussion

### 4.1. Evidence of Hyperplastic WAT Expansion upon Lfabp Deletion and HF Feeding

Subcutaneous adipose tissue is the largest and at the same time the least metabolically harmful AT depot in the body [15]. With the development of obesity, WAT undergoes a process of tissue remodeling in which adipocytes increase in both number and size [16,23,50,51]. Evidence suggests that the recruitment of APCs is a feature of healthy AT expansion to meet the need of storing excess energy. This process necessitates remodeling of the fibrous ECM [11,22], which may become a limiting factor for adipocyte size in the context of obesity [11].

LF-fed *LFABP*^−/−^ mice have higher fat mass compared to WT mice, with the size of white adipocytes similar under LF feeding. Remarkably, though, whereas the WT mice respond as expected when challenged with HFD, the *LFABP*^−/−^ iWAT depot becomes populated by approximately 5-fold-higher numbers of inguinal adipocytes, whose size is only 25% that of their WT counterparts. This marked increase in fat cells per depot shows an unusual hyperplastic expansion of subcutaneous fat in the HF-fed *LFABP*^−/−^ mice. Smaller adipocytes are thought to be more insulin-sensitive [9,16,50,52]; thus, the effect of *Lfabp* ablation on the quality of sWAT may contribute to the previously reported MHO phenotype of the *LFABP*^−/−^ mouse, which is characterized by normal plasma glucose and insulin levels despite marked obesity [3].

### 4.2. Lfabp Deletion Induces Alterations in the Transcriptomic Profile of Subcutaneous Fat Suggestive of an Enhanced Adipogenic Program

The significantly upregulated expression of several pathways, particularly those of cholesterol metabolism and biosynthesis, mTORC1, and PI3K/Akt/mTOR signaling, are indicative of enhanced tissue growth in HF-fed *LFABP*^−/−^ mice relative to WT. Moreover, the modulation of specific transcripts in the iWAT of HF-fed *LFABP* null mice relative to WT point to healthy AT expansion. For example, the decreased expression of *Cyp*2*e*1 is of particular interest, as its expression is enriched in CD142^+^ cells, a subpopulation of adipose stem and progenitor cells (ASPCs) that has been attributed non- and anti-adipogenic properties both in vivo and in vitro [32,53]. *Cyp*2*e*1-deficient mice, moreover, were shown to be protected against DIO and insulin resistance [54]. Thus, the robust downregulation of *Cyp*2*e*1 in the iWAT of *LFABP*^−/−^ mice may be indicative of enhanced adipogenic capacity and improved glycemic control, as found in these mice [4].

Lower levels of *Fam*13*a* were also found in the hyperplastic iWAT of HF-fed *LFABP*^−/−^ mice. A murine model of *Fam*13*a* deficiency exhibited higher numbers of small adipocytes in iWAT, enhanced adipogenic potential, and preserved glucose uptake and insulin responsiveness [33], findings that are very similar to those observed herein in HF-fed *LFABP*^−/−^ mice, suggesting that *Fam*13*a* downregulation may contribute to the hyperplastic iWAT phenotype in these mice.

The iWAT of HF-fed *LFABP* null mice was also found to have enriched *Esrra* transcripts relative to the WT. ESRRA deficiency in mice is characterized by reduced adiposity, possibly due to a decrease in APCs differentiation and adipogenesis in WAT [35,55,56]. Thus, the enriched *Esrra* transcript levels herein further support the observed increased cellularity and enhanced adipogenic potential in the HF-fed *LFABP*^−/−^ iWAT. Interestingly, ESRRA has been additionally shown to regulate the transcription of genes participating in autophagy [57], which is progressively induced during adipocyte differentiation, such that a loss of autophagy may compromise white adipogenesis [58,59,60,61]. Cholesterol has been shown to serve as an endogenous ligand for ESRRA [57,62,63,64,65]; thus, the significant increases found in cholesterol biosynthesis pathways and iWAT cholesterol levels in HF-fed *LFABP*^−/−^ mice may be related to increased *Esrra*-mediated adipogenesis.

The transcript levels of *Scd*2 were found in the *LFABP*^−/−^ mouse model. SCDs are well known to be induced during the differentiation of 3T3-L1 preadipocytes into adipocytes and in AT with obesogenic diets [66,67]. The monounsaturated fatty acids (MUFAs), products of SCDs, are critical components of cellular membrane phospholipids (PLs), cholesterol esters, and TAG stores, contributing to appropriate adipocyte membrane structure and function as well as sufficient capacity for excess energy storage, both of which would be necessary for cell proliferation and growth in newly emerging APCs in the obese *LFABP*^−/−^ mouse model. Overall, although the mechanisms driving the hyperplasia remain to be definitively determined, the transcriptomic changes found in iWAT largely support the observed hyperplastic growth of *LFABP*^−/−^ adipose tissue during HFD feeding.

### 4.3. Enrichment in Cholesterol-Related Pathways and Increased Cell Cholesterol Content May Contribute to Small, Insulin-Sensitive Adipocytes in the iWAT of HF-Fed LFABP^−/−^ Mice

The transcriptomic data showing a significant upregulation of cholesterol biosynthesis in the HF-fed *LFABP*^−/−^ mice, relative to the WT, are consistent with the observed higher tissue cholesterol levels. Interestingly, both the tissue levels and subcellular distribution of cholesterol are proposed to be involved in adipocyte cell size regulation, where the depletion of cholesterol from the plasma membrane has been reported to reproduce insulin resistance-related defects found in enlarged fat cells, possibly via the internalization of surface caveolins [48,68,69]. Increased sterols combined with the markedly smaller inguinal adipocyte size may suggest increased cholesterol in the plasma membrane relative to the lipid droplets [48], consistent with the maintained insulin sensitivity described previously in the MHO *LFABP*^−/−^ mouse model [3,4].

The increased levels of *Insig*1 expression in the iWAT of HF-fed *LFABP*^−/−^ mice are consistent with the elevated adipose tissue levels reported at the onset of DIO [70]. Interestingly, it has been shown that the expression of *Insig*1 progressively increases during the maturation of adipocyte progenitors and impedes lipogenesis in mature adipocytes, thereby determining adipocyte size and storage capacity [71]. It has also been reported that the INSIG1-mediated blockade of adipose tissue lipogenesis is immediately compensated by the activation of mTORC1 to restore SREBP1-dependent de novo lipogenesis gene expression [71]. This, too, is in accordance with the observed upregulation of the PI3K/Akt/mTOR and mTORC1 signaling pathways, as well as increases in the activation of gene expression by SREBP and cholesterol biosynthesis in the *LFABP*^−/−^ mouse model upon DIO. Cholesterol in turn can mediate the activation of the mTORC1 signaling pathway and its downstream anabolic effects, including cell growth, proliferation, metabolism, survival, and angiogenesis [37,72,73], as observed herein.

### 4.4. Lfabp Ablation Alters Immune and Inflammatory Responses in Inguinal Adipocytes upon DIO

Noncanonical NF-*κ*B signaling can be stimulated after lipopolysaccharide (LPS) binding to Dectin1 and TNFR2 and can be initiated by TNFR2 and TNFRSFs (TNFR superfamily members) such as TNFRSF12a, which is significantly enriched in the iWAT of HF-fed *LFABP*^−/−^ mice. Overexpression of TNFRSF12A has been shown to activate the noncanonical NF-*κ*B pathway independent of binding to its ligand TWEAK [74], and indeed, *Tweak* transcript levels are similar between the *LFABP*^−/−^ and WT mice. 

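Tnfsf12, the gene of TWEAK (ENSMUSG00000097328, chromosome 11 of GRCm38 from 69686250 to 69695849), was 52.6 ± 7.34 TPM in the iWAT of WT mice and 46.2 ± 4.58 TPM (SD, n = 5) in that of LFABP null mice. The log2 difference was -0.18 (SE 0.11), and it did not pass (adjusted p = 0.679 from limma).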

Bacterial LPS-induced inflammation may induce TNFRSF12A expression via TNFα signaling [75]; thus, the observed *Tnfrsf*12 overexpression may be induced by an extracellular stimulus, e.g., LPS derived from obesity-related gut bacterial species [76]. We have shown that LPS biosynthetic pathways are significantly upregulated in *LFABP*^−/−^ intestinal mucosa [77]. In addition to TNFR2, Dectin1, which has been shown to be involved in adaptive immunity and tolerance [78], is also significantly upregulated in the *LFABP* null mice.

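Clec7a, the gene of Dectin1, a receptor of myeloid cells for fungal glucans, was 10.5 ± 3.96 TPM in WT and 7.56 ± 3.07 TPM (SD, n = 5) in LFABP null iWAT. Its log2 difference of -0.46 (SE 0.31) did not pass (adjusted p = 0.727 from limma). Tnfrsf1b, the gene of TNFR2, was 45.2 ± 32.4 TPM in WT and 45.2 ± 20.4 TPM in LFABP null mice, at a log2 difference of 0.14 (SE 0.47, adjusted p = 0.976). The direction of Clec7a turned with library quality weights (0.22), and that of Tnfrsf1b without any 1 of WT replicates 2 and 5 and LFABP null replicates 3 and 4 (to -0.052 at most).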

It has been suggested that the inflammatory responses classically attributed to TNFα, including LPS-induced cytotoxicity, are mediated by TNFR1, whereas TNFR2 has been implicated in the suppression of TNFα-induced inflammatory responses and NF-*κ*B-dependent gene expression [79]. It is therefore possible that, despite their adiposity, *LFABP*^−/−^ mice may be, at least partially, protected against adverse inflammatory responses through the noncanonical activation of NF-*κ*B signaling through TNFR2 and Dectin1.

### 4.5. Lfabp Deletion May Alter Inguinal Fat ECM Remodeling, Fibrosis, Inflammation, and Angiogenesis upon DIO

A biphasic development of the ECM has been suggested to occur during adipogenesis, in which the fibrillar collagen types 1 and 3 are decreased early on and return to their initial levels at the later stages of differentiation [80,81,82]. In this study, HF-fed *LFABP*^−/−^ mice display downregulated expression of *Col*1*a*1, *Col*1*a*2, and *Col*3*a*1 in iWAT, possibly indicative of newly differentiated adipocytes that have not fully acquired the mature adipocyte phenotype. Intriguingly, *Postn* deficiency has been reported to attenuate LPS-/HFD-induced AT fibrosis and to improve IR; thus, the lower *Postn* levels found herein may contribute to healthy hyperplastic AT expansion and maintain insulin sensitivity during obesity [83,84], as we observed in the *LFABP*^−/−^ mouse model.

*Spp*1 encodes for osteopontin, an ECM protein important in cell adhesion, migration, and ECM degradation [85] and one that has been demonstrated to inhibit adipogenic and promote osteogenic differentiation in mesenchymal stem cells (MSCs) [86]. Here, we found transcriptional downregulation of *Spp*1 in the iWAT of the HF-fed *LFABP*^−/−^ mice. A deficiency of osteopontin results in increased ratios of both subcutaneous and visceral AT to body weight [86], as was found in the *LFABP*^−/−^ mice.

We also found increased *Sdc*4 transcript levels in the *LFABP*^−/−^ iWAT, compared to the WT, further corroborating that ECM remodeling may influence adipose tissue remodeling during obesity development. During DIO, *Sdc*4 deletion contributes to dyslipidemia, hyperglycemia and insulin resistance, as well as increased adipocyte size and macrophage infiltration [68]. Our findings in HF-fed *LFABP*^−/−^ mice, which overexpress *Sdc*4, are consistent with these results, since we find a marked decrease in the size of inguinal adipocytes; decreased expression and staining of F4/80, indicative of lower macrophage infiltration; and normal glycemic and lipidemic profiles despite massive adiposity, as previously reported [3]. This too confers additional support for low inflammation and maintained insulin sensitivity in the HF-fed *LFABP*^−/−^ mouse model.

Elevation of *Serpine*1 in the *LFABP*^−/−^ iWAT may indicate an inhibition of the ECM fibrinolytic system and, thus, ECM degradation. While the role of SERPINE1 in adipogenesis and angiogenesis is controversial [69,87,88,89,90], it has been shown that the overexpression of SERPINE1 in AT results in larger fat pads with higher adipocyte density [87], consistent with the phenotype found in the *LFABP*^−/−^ iWAT. Additionally, the inhibitory effect of *Serpine*1 on ECM degradation could, potentially, serve as a brake on adipocyte size. Indeed, excessive ECM deposition in AT during obesity development has been suggested to contribute to a state of adaptive fibrosis, in which a more rigid ECM may prevent excessive enlargement of adipocytes and preserve adipocyte function [47,49]. In this regard, APCs have been demonstrated to accumulate in fibrotic areas within the WAT of obese individuals [91]. HF-fed *LFABP*^−/−^ iWAT stained for Masson’s trichrome show that the numerous small adipocytes described here appear to be aggregated in regions with more intense staining. Scarce macrophage infiltration and negligible or absent CLS formation in the subcutaneous fat of the *LFABP*^−/−^ mice indicates a lower inflammatory state and maintained metabolic function within the depot, supporting the notion of an ‘adaptive fibrosis’ and a metabolically healthy obese state.

Overall, given the massive iWAT adiposity of the *LFABP*^−/−^ mouse model, we speculate that their inguinal adipocytes reach a critical/maximal size, after which hyperplastic growth is triggered earlier during the HF-feeding period, relative to WT. This would lead to APC recruitment, which, in turn, would regulate ECM remodeling to drive hyperplastic iWAT expansion. It has been reported that hypertrophy precedes hyperplasia/adipogenesis, and that adipocyte hypertrophy and turnover increase depending on the rate of change of overall fat mass [9,92]. Therefore, the fact that *LFABP*^−/−^ mice challenged with HF feeding become more obese compared with their WT counterparts, in combination with decreased ECM degradation that would render the ECM in iWAT more rigid, may offer a reasonable explanation for the presence of smaller adipocytes. Notably, the phenotype is different on LF feeding, where *Lfabp* ablation appears to predispose for higher iWAT mass relative to the WT, despite similar BW, and where adipocyte size is comparable to WT.

While the SAT hyperplastic phenotype is clear, as evidenced by the markedly greater number of fat cells per depot, it is worth noting that only male mice were studied in depth thus far. Additionally, subcutaneous WAT was thoroughly examined, whereas visceral WAT and interscapular BAT were not extensively studied apart from cellularity and histological features. Given the dramatic changes observed in BAT in particular, future studies will characterize physiological and transcriptional changes in BAT, which may contribute to the MHO phenotype of the obese *LFABP* null mice, including genes that regulate mitochondrial fission, which have been linked to increased cell proliferation, adipocyte differentiation, and ECM remodeling [93,94]. It will also be informative to examine the time course of adipogenesis in vivo and to further assess transcriptomic changes using single-cell RNA-seq to dissect mechanistic pathways at the adipocyte level that contribute to DIO-dependent hyperplastic expansion in the *LFABP*^−/−^ mouse.

## 5. Conclusions

In summary, we show that while WT animals respond as expected to DIO by developing hypertrophied inguinal adipocytes and inflamed iWAT with increased pericellular fibrosis, the *LFABP* null mouse model, by contrast, expands by increasing adipocyte number, not size, and is protected from inflammation and macrophage infiltration (Figure 9). 

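Fabp1, the gene of LFABP (ENSMUSG00000054422, chromosome 6 of GRCm38 from 71199827 to 71205023), was read at low levels in the iWAT of WT mice, at 23.9, 20.8, 23.1, 9.0 and 1.9 TPM in replicates 1 to 5. In the iWAT of LFABP null mice it was 196.1 TPM in replicate 1 and between 0.2 and 0.9 TPM in the other 4. The difference between the genotypes did not pass an exact permutation test (p = 1, two-sided, n = 5 per genotype). In liver, where LFABP is abundant, Fabp1 was 11744 ± 1481 TPM (SD, n = 5) in WT and 13.3 ± 22.3 TPM in LFABP null mice of the same experiment (exact permutation test, two-sided p = 0.00794, the smallest that 5 mice against 5 allow). Alb, the gene of the liver protein albumin, was read in each iWAT library as well, between 103.2 and 322.2 TPM in WT, at 1237.3 TPM in LFABP null replicate 1 and between 68.0 and 93.8 TPM in the other LFABP null mice. Per 100 TPM of Alb, Fabp1 was 1.35 to 12.5 in WT iWAT and 15.8 in LFABP null replicate 1, and 14.7 to 20.4 in WT liver. Other liver genes were read in the WT iWAT libraries too, Apoa1 at 17.3 to 74.4, Ttr at 8.3 to 33.3 and Mup3 at 11 to 41.2 TPM. Whether Fabp1 in WT iWAT comes from the fat or from liver RNA was not tested. Without LFABP null replicate 1, Fabp1 fell by 3.50 on the log2 scale in LFABP null iWAT (adjusted p = 0.0840 from limma), and with it did not pass (adjusted p = 0.776). It also passed with library quality weights, which gave LFABP null replicate 1 a weight of 0.266 and called 6499 genes higher and 1514 lower.

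**Figure D2:**
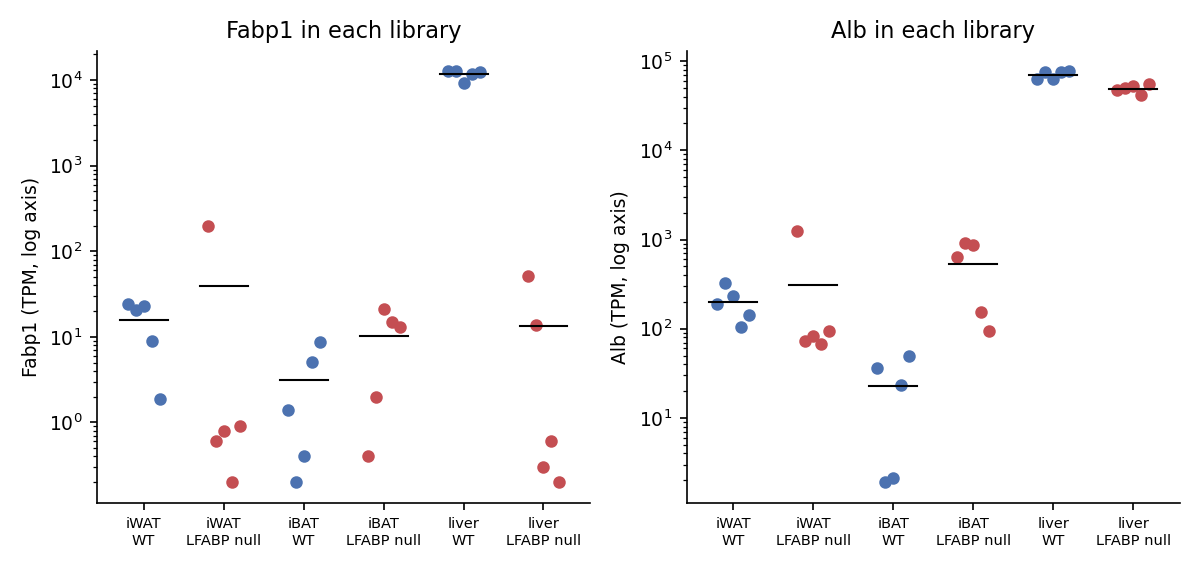
Fabp1 and Alb in each of the 30 libraries, in TPM on log axes, with a line at the mean of each group (n = 5). Fabp1 of LFABP null iWAT replicate 1, at 196.1 TPM, stands above the WT iWAT libraries, and the same library has the highest Alb of the iWAT libraries.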

Since LFABP is not expressed in AT, these results suggest that its deficiency promotes interorgan signaling that affects adipocyte cellularity, limiting hypertrophy and driving hyperplasia in the expansion of potentially metabolically beneficial subcutaneous iWAT. The previously described MHO phenotype of *LFABP* null mice, characterized by normal glucose and insulin levels as well as decreased hepatic steatosis [3] and resistance to obesity-induced decrease in exercise capacity [4], is further corroborated in the present study, where we show a highly unusual hyperplastic mode of subcutaneous fat expansion. The mechanisms by which LFABP, a lipid transport protein expressed within the liver and the proximal intestine, impacts AT and, as we showed previously, muscle tissue [4], remains an intriguing question. We found increased gut microbial diversity [76] and intestinal mucosal anandamide (AEA) levels [3] upon *Lfabp* ablation. Moreover, preliminary data show alterations in levels of other endocannabinoid-like lipids, as well as in plasma BA levels and BA species, and a large shift in the ratio of primary to secondary bile acids [77]. Since LFABP binds both bile acids and endocannabinoids, we speculate that changes noted in bile acid–gut microbiota metabolism and endocannabinoid system-related signaling may be involved in mediating the effects of *Lfabp* ablation on peripheral tissues and systemic metabolism.

## Figures and Tables

**Figure 1:**
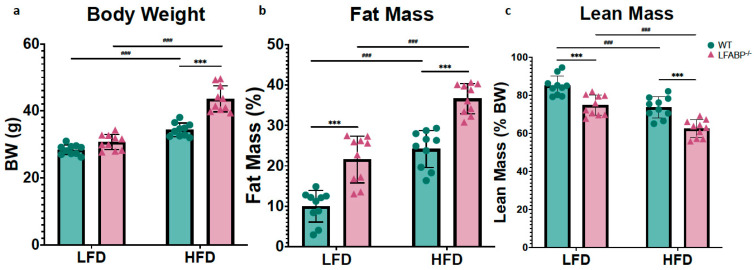

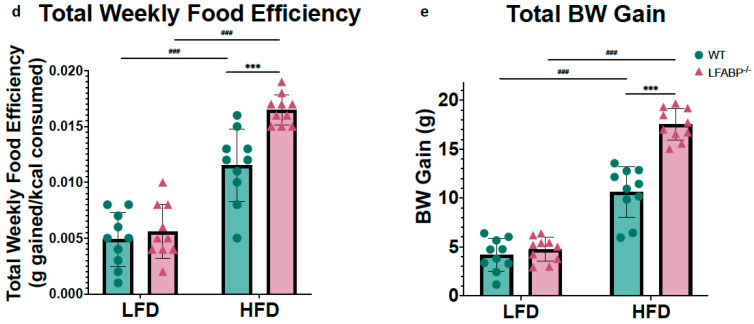
*Lfabp* deletion induces an obese phenotype. (**a**) Post-intervention body weight (g). (**b**) Lean mass (% of total BW). (**c**) Fat mass (% of total body weight, BW). (**d**) Mean weekly food efficiency per mouse (g). (**e**) Total body weight gain (g). *n* = 10. *LFABP*^−/−^ vs. WT: ***, *p* < 0.0001. HFD vs. LFD: ^###^, *p* < 0.0001. 

 WT; 

 *LFABP*^−/−^. LFD, low-fat diet; HFD, high-fat diet; BW, body weight; WT, wild type; *LFABP*^−/−^, liver fatty acid-binding protein null.

**Figure 2:**
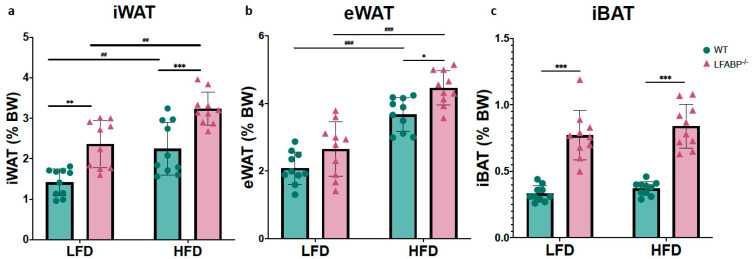
*Lfabp* deletion induces both white and brown adiposity upon DIO. Percentage contribution of (**a**) inguinal white adipose tissue (iWAT), (**b**) epididymal white adipose tissue (eWAT), and (**c**) interscapular brown adipose tissue (iBAT) to body weight (% BW) after LF and HF feeding. *n* = 10. *LFABP*^−/−^ vs. WT: *, *p* < 0.05, **, *p* < 0.001; ***, *p* < 0.0001. HFD vs. LFD: ^##^, *p* < 0.001; ^###^, *p* < 0.0001. 

 WT; 

 *LFABP*^−/−^. WT, wild type; *LFABP*^−/−^, liver fatty acid-binding protein null; LFD, low-fat diet; HFD, high-fat diet; BW, body weight; iWAT, inguinal white adipose tissue; eWAT, epididymal white adipose tissue; iBAT, interscapular brown adipose tissue.

**Figure 3:**
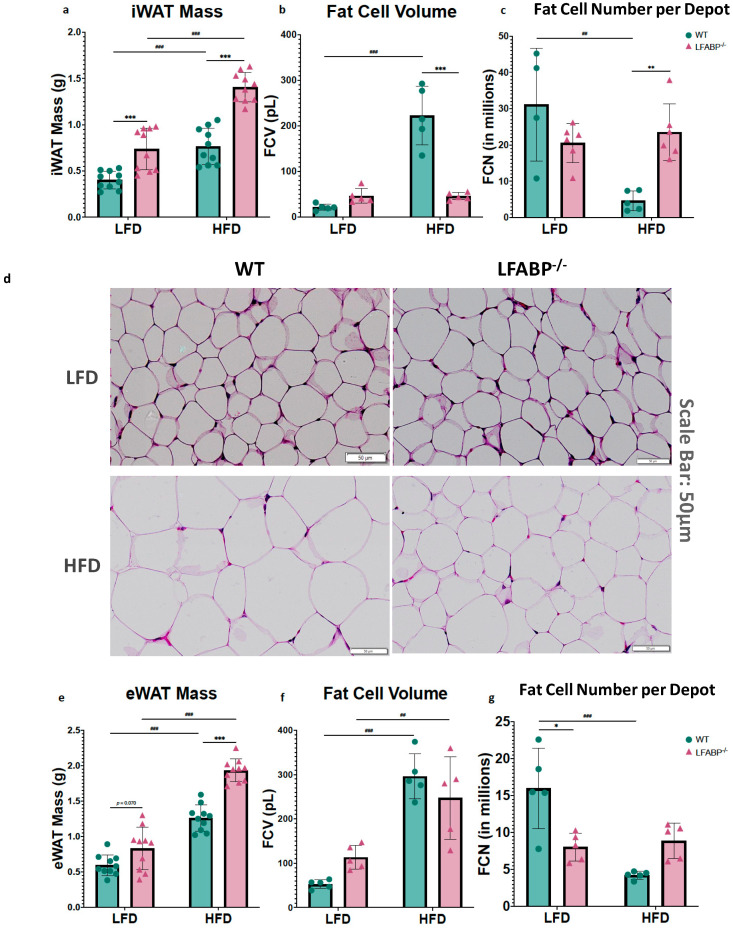

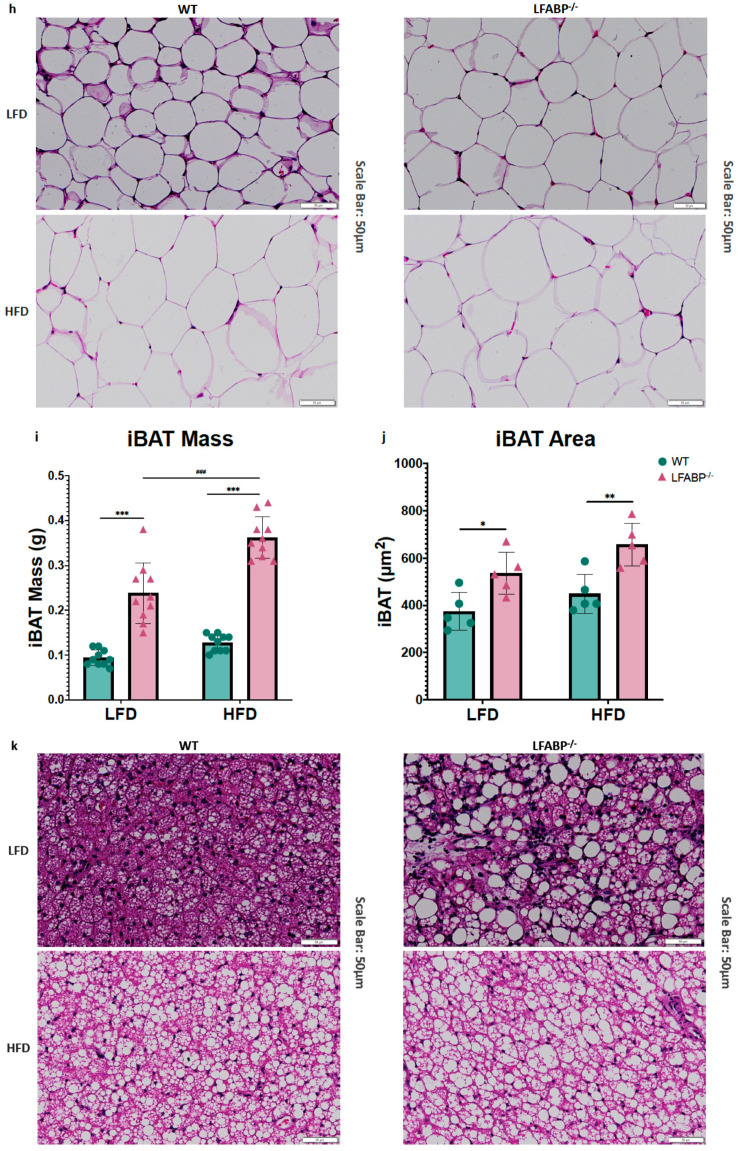
*Lfabp* deletion induces an altered adipocyte phenotype in subcutaneous, visceral, and brown adipose tissue depots. (**a**) Inguinal white adipose tissue (iWAT) mass (g) (*n* = 10). (**b**) Inguinal fat cell volume (FCV; pL) (*n* = 5). (**c**) Inguinal fat cell number (FCN) per depot (millions) (*n* = 5–6). (**d**) Representative H&E-stained pictures of iWAT depots. Scale bar, 50 μm. (**e**) Epididymal white adipose tissue (eWAT) mass (g) (*n* = 10). (**f**) Epididymal fat cell volume (FCV; pL) (*n* = 5). (**g**) Epididymal fat cell number (FCN) per depot (millions) (*n* = 5–6). (**h**) Representative H&E-stained pictures of eWAT depots. (**i**) Interscapular brown adipose tissue (iBAT) mass (g) (*n* = 10). (**j**) Brown adipocyte area (μm^2^) (*n* = 5). (**k**) Representative H&E-stained pictures of iBAT depots. Scale bar, 50 μm. *LFABP*^−/−^ vs. WT: *, *p* < 0.05; **, *p* < 0.001; ***, *p* < 0.0001. HFD vs. LFD: ^##^, *p* < 0.001; ^###^, *p* < 0.0001. 

 WT; 

 *LFABP*^−/−^. LFD, low-fat diet; HFD, high-fat diet; WT, wild type; *LFABP*^−/−^, liver fatty acid-binding protein null; iWAT, inguinal white adipose tissue; eWAT, epididymal white adipose tissue; FCV, fat cell volume; FCN, fat cell number; iBAT, interscapular brown adipose tissue.

**Figure 4:**
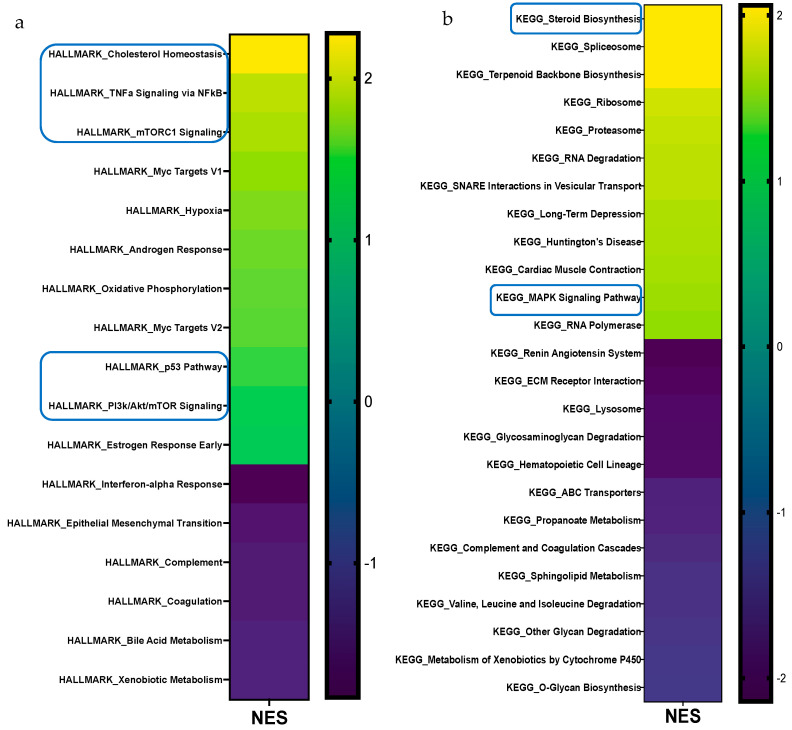

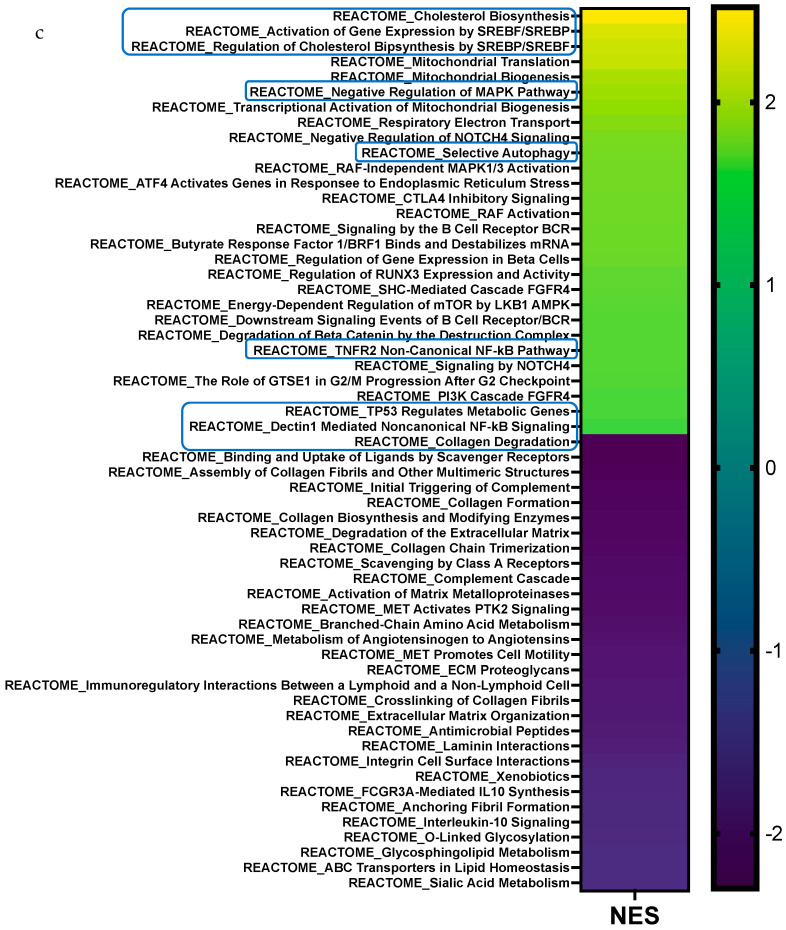
Gene set enrichment analysis (GSEA) of differentially expressed pathways in the iWAT of *LFABP* null mice upon HF feeding. The heatmaps present pathways that are significantly different for the MSigDBs (**a**) HALLMARK, (**b**) KEGG, (**c**) and REACTOME (*n* = 5/genotype). The direction and significance of each pathway were based on the gene set as a whole, while considering |NES| > 1.2 and FDRq value < 0.1. The boxes indicate pathways that are common between two or all three MSigDBs. MSigDB, molecular signature database; NES, normalized enrichment score; FDR, False Discovery Rate.

**Figure 5:**
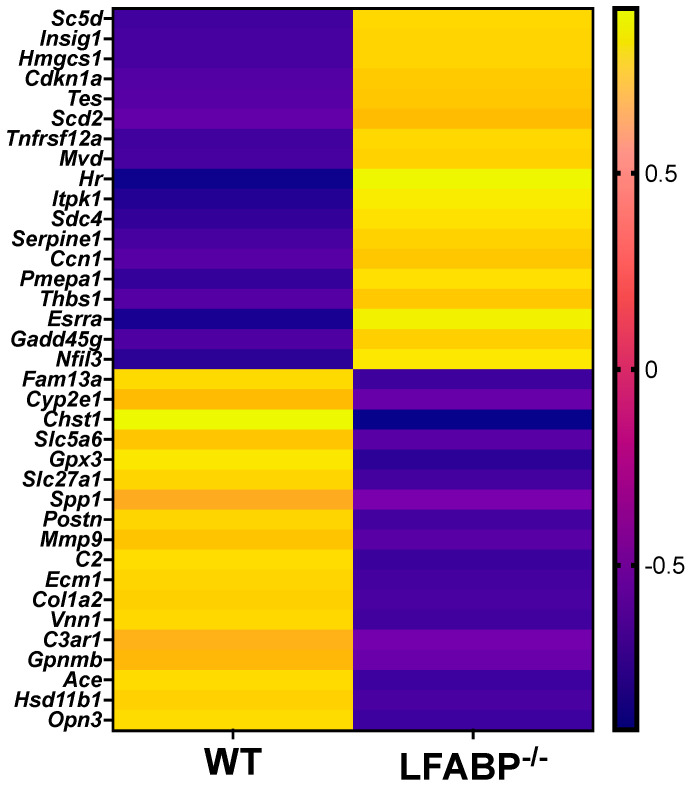
*Lfabp* ablation induces alterations in the transcriptomic profile of iWAT upon HF feeding. Heatmap of differentially expressed transcripts with RPKM values > 20, FDRq value < 0.1, and |FC| > 1.2 between *LFABP* null and WT mice (*n* = 5/genotype). FDR, false discovery rate; RPKM, Reads Per Kilobase per Million reads mapped.

**Figure 6:**
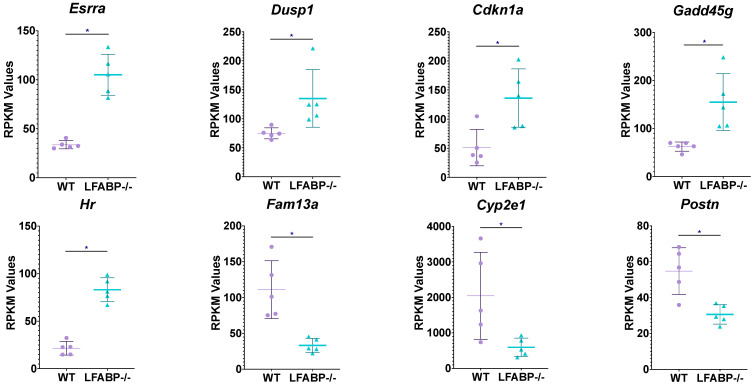
*Lfabp* deletion modifies the expression of genes reportedly related to adipogenesis. RNAseq reveals upregulated transcript levels for *Esrra*, *Insig*1, *Hr*, *Cdkn*1*a*, and *Gadd*45*g*, and downregulated transcript levels for *Cyp*2*e*1, *Fam*13*a*, and *Postn*, involved in cellular processes that may contribute to hyperplastic adipose tissue expansion in the iWAT of HF-fed *LFABP* null mice relative to the WT (*n* = 5 per genotype). FDRq < 0.1, |FC| > 1.2, RPKM > 20. *LFABP*^−/−^ vs. WT: *, *p* < 0.01. WT, wild-type; *LFABP*^−/−^, liver fatty acid-binding protein null; RPKM, Reads Per Kilobase of transcript per Million reads mapped; *Esrra*, Estrogen-Related Receptor Alpha; *Dusp1*, Dual-Specificity Phosphatase 1; *Cdkn1a*, Cyclin-Dependent Kinase Inhibitor 1A; *Gadd45g*, Growth Arrest and DNA-Damage-Inducible 45 Gamma; *Hr*, Hairless; *Fam*13*a*, Family with Sequence Similarity 13 Member A; *Cyp2e1*, Cytochrome P450 Family 2 Subfamily E Member 1; *Postn*, Periostin.

**Figure 7:**
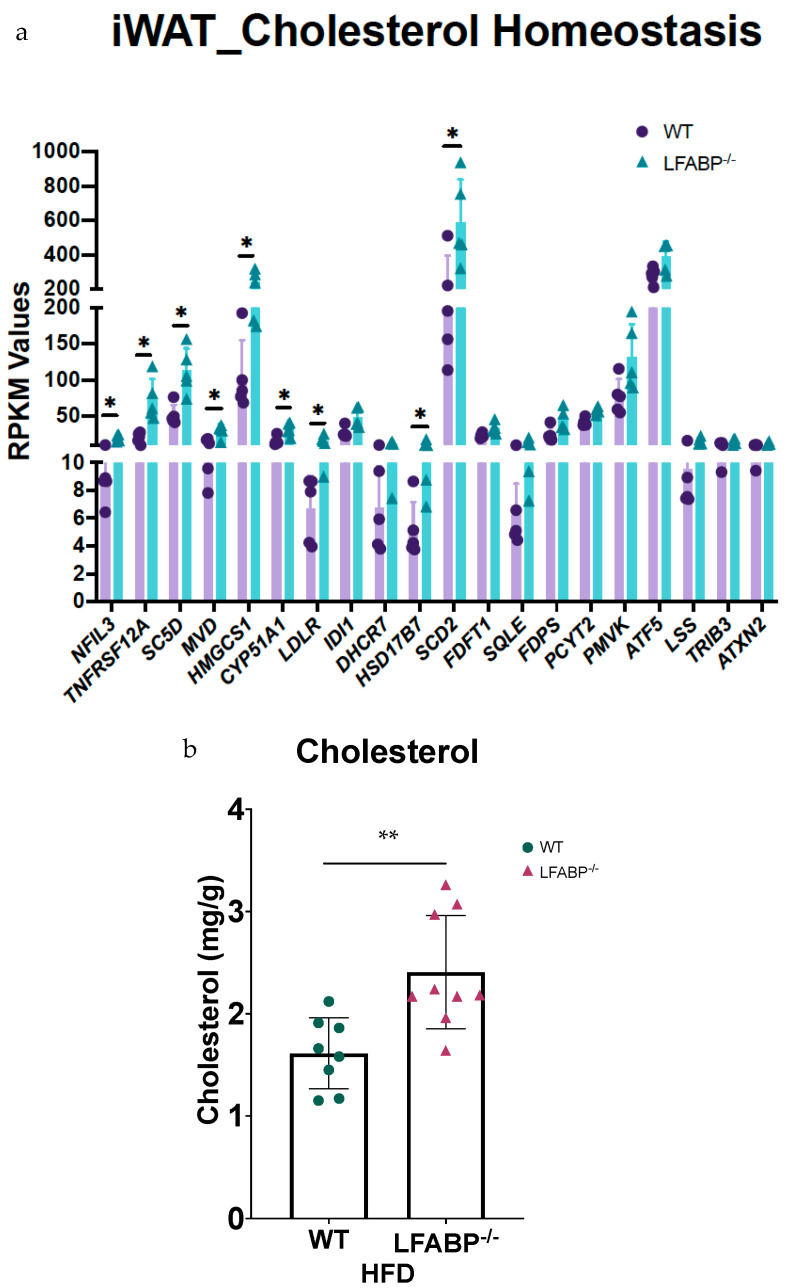
Upregulation of cholesterol metabolism genes and increased cholesterol content of iWAT upon *Lfabp* ablation and HFD challenge. (**a**) Gene expression; *n* = 5 per genotype. *LFABP*^−/−^ vs. WT: *, *p* < 0.01. (**b**) Free cholesterol content; WT, *n* = 8; *LFABP*^−/−^ *n* = 9. *LFABP*^−/−^ vs. WT: **, *p* < 0.001. 

 WT, wild type; 

 *LFABP*^−/−^, liver fatty acid-binding protein null; HFD, high-fat diet; iWAT, inguinal white adipose tissue.

**Figure 8:**
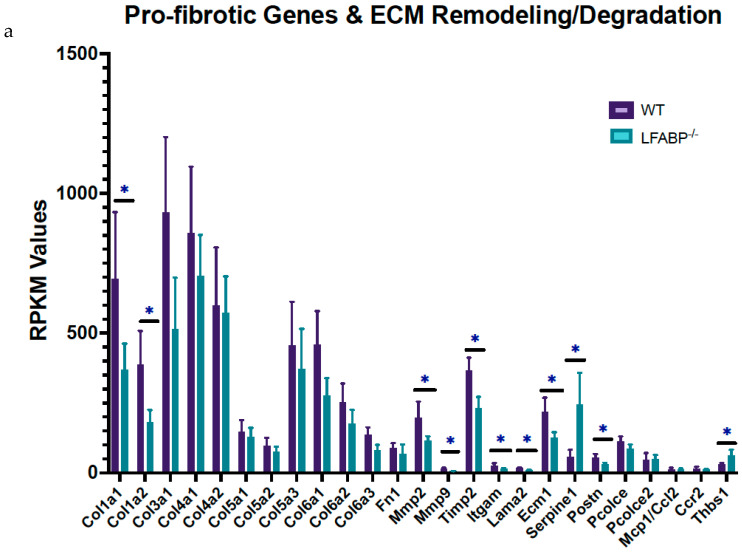

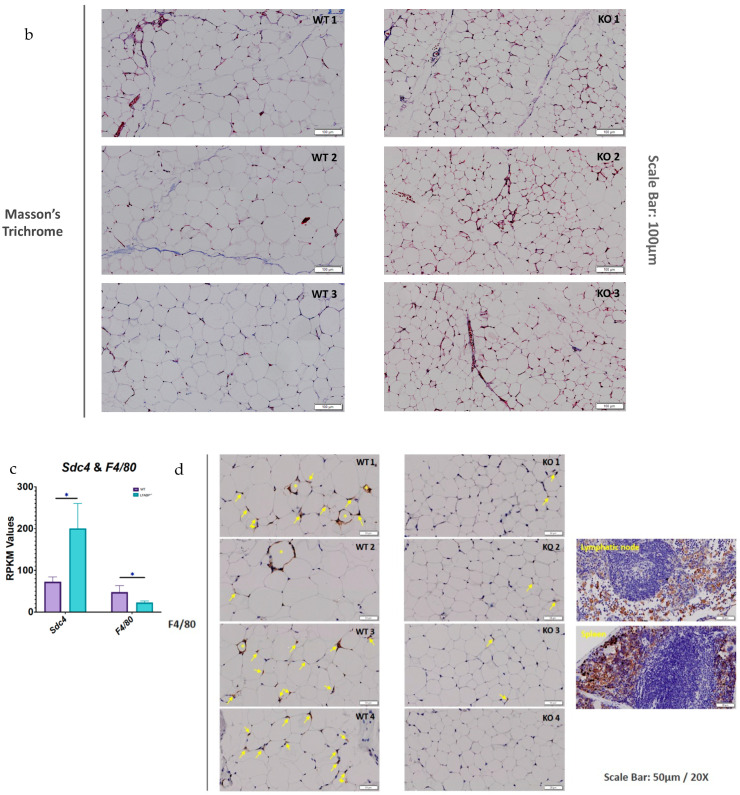
*Lfabp* deletion changes ECM remodeling dynamics, possibly causing adaptive fibrosis and protecting against inflammation in subcutaneous white adipocytes upon DIO. (**a**) RPKM values of pro-fibrotic and ECM remodeling/degrading components in the iWAT of *LFABP*^−/−^ mice relative to WT (*n* = 5 per genotype). (**b**) Representative Masson’s Trichrome staining of iWAT sections in HF-fed WT and *LFABP*^−/−^ mice. Magnification: 20×. Scale bar, 100 μm (*n* = 3 per genotype, from different animals). (**c**) RPKM values of *Sdc*4 and *F*4/80 in HF-fed *LFABP*^−/−^ mice relative to WT (*n* = 5 per genotype). (**d**) Representative images of IHC staining for F4/80 in the HF-fed *LFABP*^−/−^ iWAT compared to the WT. The stars show positive cells organized in CLS around an adipocyte; the arrows show positive cells without specific organization. Positive control for mesenteric lymphatic node and spleen specimens. Magnification: 20×. Scale bar, 50 μm (*n* = 4 per genotype, from different animals). *LFABP*^−/−^ vs. WT: *, *p* < 0.01. WT, wild type; *LFABP*^−/−^, liver fatty acid-binding protein null; KO, knockout; *Sdc*4, Syndecan 4; *F*4/80/*Adgre*1, Adhesion G Protein-Coupled Receptor E1; CLS, Crown-like structure; RPKM, Reads Per Kilobase of transcript per Million reads mapped.

**Figure 9:**
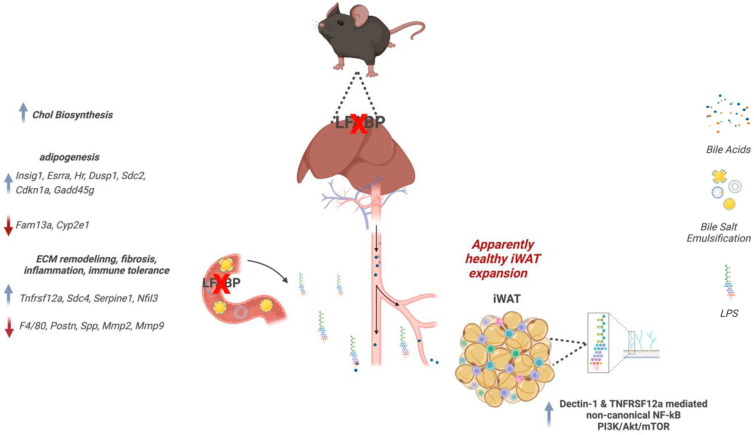
*Lfabp* deletion and HF feeding lead to the hyperplastic expansion of iWAT. Whole-body *Lfabp* ablation results in a heavier iWAT depot with more numerous and smaller adipocytes, i.e., hyperplastic iWAT expansion. Transcriptomic modifications of genes reportedly involved in enhanced adipogenesis, as well as ECM remodeling, inflammation, and immune tolerance, are suggested to participate in the observed adipocyte phenotype. Additionally, the upregulation of pathways involved in cholesterol biosynthesis, noncanonical NF-*κ*B signaling upon potential LPS-mediated Dectin-1 and TNFRSF12a stimulation, and PI3K/AKT/mTOR signaling is also proposed to contribute to hyperplastic iWAT growth upon *Lfabp* deletion and diet-induced obesity. Chol, cholesterol; ECM, extracellular matrix; iWAT, inguinal white adipose tissue; LFABP, liver fatty acid-binding protein; LPS, lipopolysaccharide; TNFRSF12a, Tumor Necrosis Factor Receptor Superfamily Member 12A.

**Table 1:** Phenotypic comparison of wild-type and *LFABP* knockout mice on LFD and HFD.

Parameter	LFD		*p*-Value *LFABP*^−/−^ vs. WT	HFD		*p*-Value *LFABP*^−/−^ vs. WT	*p*-Value HFD vs. LFD	
	WT	*LFABP* ^−/−^		WT	*LFABP* ^−/−^		WT	*LFABP* ^−/−^
Week 12 BW, g (*n* = 10)	28.4 ± 1.5	30.7 ± 2.3	*p* = 0.212	34.4 ± 2.0	43.6 ± 3.9	*p* < 0.001	*p* < 0.001	*p* < 0.001
Weight gain over 12 wk, g (*n* = 10)	4.2 ± 1.7	4.8 ± 1.2	*p* = 0.888	10.6 ± 2.6	17.5 ± 1.6	*p* < 0.001	*p* < 0.001	*p* < 0.001
Fat mass, g (*n* = 10)	2.7 ± 1.1	6.7 ± 2.2	*p* < 0.001	8.3 ± 1.7	15.4 ± 2.3	*p* < 0.001	*p* < 0.001	*p* < 0.001
Fat mass, %BW (*n* = 10)	10 ± 3.9	21.6 ± 5.8	*p* < 0.001	24.2 ± 4.6	36.6 ± 3.7	*p* < 0.001	*p* < 0.001	*p* < 0.001
Adiposity Index, % (*n* = 10)	4.8 ± 0.9	8.2 ± 1.1	*p* < 0.001	8.2 ± 1.1	10.8 ± 0.8	*p* < 0.001	*p* < 0.001	*p* < 0.001
Lean mass, g (*n* = 10)	23.4 ± 2.1	22.9 ± 0.9	*p* = 0.899	25.3 ± 2.1	25.8 ± 1.8	*p* = 0.929	*p* = 0.112	*p* = 0.005
Lean mass, %BW (*n* = 10)	85.1 ± 5.2	74.8 ± 5.3	*p* < 0.001	73.7 ± 5.5	62.5 ± 4.6	*p* < 0.001	*p* < 0.001	*p* < 0.001
iWAT, g (*n* = 10)	0.4 ± 0.1	0.7 ± 0.2	*p* < 0.001	0.8 ± 0.2	1.4 ± 0.2	*p* < 0.001	*p* < 0.001	*p* < 0.001
iWAT, %BW (*n* = 10)	1.4 ± 0.3	2.4 ± 0.6	*p* = 0.001	2.3 ± 0.7	3.2 ± 0.4	*p* < 0.001	*p* = 0.005	*p* = 0.003
iWAT FCV, pL (*n* = 5)	21.4 ± 6.8	46.6 ± 16.3	*p* = 0.642	222 ± 64.1	45.6 ± 7.8	*p* < 0.001	*p* < 0.001	*p* >0.999
iWAT FCN per depot, millions (*n* = 5–6)	31.2 ± 15.6	20.6 ± 5.4	*p* = 0.244	4.7 ± 2.7	23.6 ± 7.8	*p* = 0.001	*p* = 0.009	*p* = 0.925
eWAT, g (*n* = 10)	0.6 ± 0.2	0.8 ± 0.3	*p* = 0.070	1.3 ± 0.2	1.9 ± 0.2	*p* < 0.001	*p* < 0.001	*p* < 0.001
eWAT, %BW (*n* = 10)	2.1 ± 0.5	2.7 ± 0.8	*p* = 0.160	3.7 ± 0.5	4.5 ± 0.5	*p* = 0.024	*p* < 0.001	*p* < 0.001
eWAT FCV, pL (*n* = 5)	52.5 ± 9.7	113 ± 27.1	*p* = 0.327	296 ± 50.4	247 ± 92.6	*p* = 0.510	*p* < 0.001	*p* = 0.007
eWAT FCN per depot, millions (*n* = 5)	16 ± 5.4	8.1 ± 1.9	*p* = 0.005	4.2 ± 0.5	8.9 ± 2.4	*p* = 0.127	*p* < 0.001	*p* = 0.974
iBAT, g (*n* = 10)	0.1 ± 0.0	0.2 ± 0.1	*p* < 0.001	0.1 ± 0.0	0.4 ± 0.1	*p* < 0.001	*p* = 0.301	*p* < 0.001
iBAT, %BW (*n* = 10)	0.3 ± 0.1	0.8 ± 0.2	*p* < 0.001	0.4 ± 0.1	0.8 ± 0.2	*p* < 0.001	*p* = 0.885	*p* = 0.609
Brown adipocyte area, um^2^ (*n* = 5)	374 ± 79.7	537 ± 89.1	*p* = 0.038	449 ± 83.1	658 ± 90.2	*p* = 0.007	*p* = 0.528	*p* = 0.157
Liver, g (*n* = 10)	0.9 ± 0.1	1.0 ± 0.1	*p* = 0.973	1.1 ± 0.1	1.6 ± 0.3	*p* < 0.001	*p* = 0.505	*p* < 0.001
Liver, %BW (*n* = 10)	3.7 ± 0.3	3.5 ± 0.4	*p* = 0.543	3.3 ± 0.1	3.9 ± 0.5	*p* = 0.002	*p* = 0.059	*p* = 0.044
Gallbladder, g (*n* = 9–10)	0.019 ± 0.006	0.010 ± 0.003	*p* = 0.001	0.019 ± 0.005	0.013 ± 0.004	*p* = 0.009	*p* = 0.989	*p* = 0.611
Food efficiency, g gained/kcal consumed (*n* = 10)	0.005 ± 0.002	0.006 ± 0.002	*p* = 0.919	0.012 ± 0.003	0.017 ± 0.001	*p* < 0.001	*p* < 0.001	*p* < 0.001
iWAT cholesterol, mg/g (*n* = 8–9)	N/A	N/A	N/A	1.61 ± 0.348	2.41 ± 0.555	*p* = 0.003	N/A	N/A

Data are shown as means ± SD. HFD, high-fat diet; WT, Wild Type; LFABP, Liver Fatty Acid-Binding Protein; BW, body weight; iWAT, inguinal white adipose tissue; FCV, fat cell volume; FCN, fat cell number; eWAT, epididymal white adipose tissue; iBAT, interscapular brown adipose tissue; N/A, not available. Adiposity Index was calculated as the ratio of the sum of the excised adipose depots over BW after fasting. Statistical analysis was performed by using two-way ANOVA with Tukey’s *post hoc* comparisons.

**Table 2:** Differential expression of selected gene sets for HALLMARK, REACTOME, and KEGG pathway enrichment analyses in iWAT of *LFABP* null mice relative to WT.

Pathway Name	NES	FDRq Value	Top Genes
**UPREGULATED**			
**HALLMARK**			
HALLMARK_Cholesterol Homeostasis	2.28	0.000	*Nfil*3, *Tnfrsf*12*a*, *Sc*5*d*, *Mvd*, *Hmgcs*1, *Cyp*51*a*1, *Ldlr*, *Idi*1, *Dhcr*7, *Hsd*17*b*7, *Scd*
HALLMARK_TNFa Signaling via NF-κB	1.93	0.000	*Nfil*3, *Sdc*4, *Trib*1, *Serpine*1, *Dnajb*4, *Spsb*1, *Maff*, *Pmepa*1, *Ldlr*, *Ccn*1, *Cdkn*1*a*, *Cxcl*2, *Dusp*1, *Nr*4*a*1
HALLMARK_mTORC1 Signaling	1.86	0.001	*Nfil*3, *Sc*5*d*, *Insig*1, *Hmgcs*1, *Cyp*51*a*1, *Ldlr*, *Ddit*3, *Cdkn*1*a*, *Acsl*3, *Idi*1, *Tes*, *Bcat*1, *Dhcr*7, *Ifrd*1, *Scd*
HALLMARK_Myc Targets V1	1.75	0.003	*Ifrd*1, *Mrps*18*b*, *Apex*1, *Srsf*3, *Pgk*1, *Nhp*2, *Snrpd*2, *Erh*, *Nop*16, *Tra*2*b*
HALLMARK_Hypoxia	1.69	0.005	*Nfil*3, *Sdc*4, *Serpine*1, *Ppp*1*r*3*c*, *Maff*, *Ccn*1, *Ddit*3, *Cdkn*1*a*, *Vhl*, *Tes*, *Pgf*, *Fosl*2, *Dusp*1
**REACTOME**			
REACTOME_Cholesterol Biosynthesis	2.52	0.000	*Sc*5*d*, *Mvd*, *Hmgcs*1, *Cyp*51*a*1, *Msmo*1, *Idi*1, *Dhcr*7, *Hsd*17*b*7, *Fdft*1, *Sqle*
REACTOME_Activation of Gene Expression by SREBF/SREBP	2.26	0.000	*Sc*5*d*, *Mvd*, *Hmgcs*1, *Cyp*51*a*1, *Smarcd*3, *Idi*1, *Dhcr*7, *Fdft*1, *Sqle*, *Fdps*
REACTOME_Regulation of Cholesterol Biosynthesis by SREBP/SREBF	2.18	0.000	*Sc*5*d*, *Insig*1, *Mvd*, *Hmgcs*1, *Cyp*51*a*1, *Smarcd*3, *Idi*1, *Dhcr*7, *Fdft*1, *Sqle*
REACTOME_Mitochondrial Translation	2.16	0.000	*Mrps*18*b*, *mt-Rnr*1, *mt-Rnr*2, *Mrps*6, *Mrpl*15, *Mrpl*57, *Mrpl*33, *Mrpl*20, *Mrpl*55, *Mrpl*46
REACTOME_Mitochondrial Biogenesis	2.01	0.010	*Esrra*, *Smarcd*3, *Prkag*3, *Alas*1, *Prkag*2, *Tmem*11, *Sod*2, *Prkag*1, *Prkab*2, *Cycs*
**KEGG**			
KEGG_Steroid Biosynthesis	2.06	0.001	*Sc*5*d*, *Cyp*51*a*1, *Msmo*1, *Dhcr*7, *Hsd*17*b*7, *Fdft*1, *Sqle*, *Lss*, *Nsdhl*, *Dhcr*24
KEGG_Spliceosome	2.04	0.001	*Hspa*2, *Hspa*1*l*, *Srsf*9, *Srsf*3, *Ppil*1, *Rbm*8*a*, *Hnrnpk*, *Thoc*3, *Snrpd*2, *Srsf*10
KEGG_Terpenoid Backbone Biosynthesis	2.03	0.001	*Mvd*, *Hmgcs*1, *Idi*1, *Fdps*, *Pmvk*, *Mvk*, *Pdss*1
KEGG_Ribosome	1.79	0.018	*Rpl*3*l*, *Rsl*24*d*1, *Mrpl*13, *Rpl*22*l*1, *Rpl*38, *Fau*, *Rps*28, *Rps*27*l*, *Rpl*13*a*, *Rpl*35
KEGG_Proteasome	1.74	0.026	*Psme*3, *Psmb*3, *Psmd*8, *Psmc*4, *Psmc*2, *Psmb*10, *Psma*2, *Psmb*4, *Psmb*5, *Psmd*13
**DOWNREGULATED**			
**HALLMARK**			
HALLMARK_Interferon-alpha Response	−1.83	0.005	*Ifi*44, *Tmem*140, *Trim*14, *Rtp*4, *Lgals*3*bp*, *Procr*, *Batf*2, *Irf*7, *C*1*s*, *Txnip*
HALLMARK_Epithelial Mesenchymal Transition	−1.57	0.063	*Foxc*2, *Postn*, *Col*1*a*2, *Lama*2, *Ecm*1, *Col*6*a*3, *Anpep*, *Mmp*2, *Mmp*3, *Col*11*a*1, *Col*1*a*1, *Looxl*2, *Slit*2, *Dab*2, *Col*3*a*1, *Spp*1
HALLMARK_Complement	−1.48	0.105	*Cfh*, *C*2, *Cp*, *Timp*2, *Mt*3, *Pla*2*g*7, *C*1*r*, *Lipa*, *Itgam*, *Cd*46, *Ang*
HALLMARK_Coagulation	−1.47	0.080	*Cfh*, *C*2, *Mmp*9, *Mmp*2, *Mmp*3, *C*1*r*, *P*2*ry*1, *Cfd*, *Ang*, *Gp*9
HALLMARK_Bile Acid Metabolism	−1.40	0.124	*Abca*6, *Abcg*4, *Abca*9, *Hsd*3*b*7, *Cat*, *Abca*8, *Abca*1, *Ephx*2, *Pex*6, *Retsat*
**REACTOME**			
REACTOME_Collagen Degradation	−2.30	0.000	*Elane*, *Col*1*a*2, *Col*6*a*3, *Col*4*a*5, *Mmp*9, *Mmp*2, *Col*6*a*1, *Mmp*3, *Col*11*a*1, *Col*1*a*1
REACTOME_Assembly of Collagen Fibrils and Other Multimeric Structures	−2.25	0.000	*Col*1*a*2, *Col*6*a*3, *Col*4*a*5, *Mmp*9, *Col*6*a*1, *Mmp*3, *Col*11*a*1, *Col*1*a*1, *Loxl*2, *Col*3*a*1
REACTOME_Initial Triggering of Complement	−2.21	0.000	*C*2, *C*1*qb*, *C*1*r*, *Cfd*, *Cfp*, *C*1*s*, *C*1*qc*, *C*4*b*, *C*1*qa*, *C*3
REACTOME_Collagen Formation	−2.19	0.000	*Col*1*a*2, *Col*6*a*3, *Col*4*a*5, *Mmp*9, *Col*6*a*1, *Mmp*3, *Col*11*a*1, *Col*1*a*1, *Loxl*2, *Col*3*a*1
REACTOME_Collagen Biosynthesis and Modifying Enzymes	−2.16	0.001	*Col*1*a*2, *Col*6*a*3, *Col*4*a*5, *Col*6*a*1, *Col*11*a*1, *Col*1*a*1, *Col*3*a*1, *P*3*h*3, *Col*26*a*1, *Adamts*14
**KEGG**			
KEGG_Renin Angiotensin System	−2.14	0.000	*Agt*, *Agtr*1, *Anpep*, *Ace*, *Enpep*, *Ace*2, *Cpa*3, *Cma*1
KEGG_ECM Receptor Interaction	−2.07	0.000	*Col*1*a*2, *Lama*2, *Col*6*a*3, *Lamb*1, *Col*6*a*1, *Col*11*a*1, *Col*1*a*1, *Col*3*a*1, *Lamc*3, *Spp*1
KEGG_Lysosome	−1.98	0.001	*Slc*11*a*1, *Cd*68, *Lipa*, *Atp*6*v*0*d*2, *Hexa*, *Lgmn*, *Asah*1, *Sort*1, *Ctsk*, *Ctsc*
KEGG_Glycosaminoglycan Degradation	−1.97	0.001	*Hexa*, *Hs*3*st*3*b*1, *Hyal*2, *Hgsnat*, *Hyal*1, *Glb*1, *Gusb*, *Hyal*3, *Gns*, *Idua*
KEGG_Hematopoietic Cell Lineage	−1.95	0.001	*Il*1*r*2, *Gypa*, *Anpep*, *Cd*14, *Il*5, *Fcgr*1*a*, *Epor*, *Itgam*, *Gp*9, *Gp*5

## Data Availability

All data needed to evaluate the conclusions in the paper are present in the paper and/or the Supplementary Materials. Further information and requests for resources and reagents should be directed to the lead contacts J.S. () and A.D. (). RNA-Seq data have been deposited in the GEO (Gene Expression Omnibus database), with the following GEO Series number: GSE277001.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells14110760/s1, Figure S1: iWAT RNAseq volcano plot; Figure S2: STRING diagram of protein–protein interactions of differentially expressed genes (DEGs); Table S1: Diet compositions of LF and HF diets; Table S2: HALLMARK, KEGG and REACTOME gene sets enriched in the iWAT of HF-fed *LFABP*^−/−^ male mice; Table S3: HALLMARK, KEGG and REACTOME gene sets downregulated in the iWAT of HF-fed *LFABP*^−/−^ male mice.

## Abbreviations

The following abbreviations are used in this manuscript:

LFABP^−/−^	Liver Fatty Acid-Binding Protein Null
HFD	High-fat diet
SAT	Subcutaneous adipose tissue
WT	Wild type
LCFAs	Long-chain fatty acids
MAGs	Monoacylglycerols
eCBs	Endocannabinoids
BAs	Bile acids
MHO	Metabolically healthy obese
FFA	Free fatty acid
AT	Adipose tissue
APCs	Adipocyte progenitor cells
ECM	Extracellular matrix
IR	Insulin resistance
sWAT	Subcutaneous white adipose tissue
vWAT	Visceral WAT
BAT	Brown adipose tissue
DIO	Diet-induced obesity
LFD	Low-fat diet
MRI	Magnetic Resonance Imaging
H&E	Hematoxylin and eosin
CLSs	Crown-like structures
FCV	Fat cell volume
FCN	Fat cell number
TAG	Triacylglycerol
iWAT	Inguinal WAT
eWAT	Epididymal WAT
iBAT	Interscapular BAT
GSEA	Gene set enrichment analysis
MSigDB	Metabolic Signatures Database
NES	Normalized enrichment score
FDR	False discovery rate
RPKM	Reads Per Kilobase per Million mapped
DEGs	Differentially expressed genes
PBS	Phosphate-buffered saline
BW	Body weight
CYP2E1	Cytochrome P450 family 2 subfamily E member 1
Areg	Adipogenesis regulator
FAM13A	Family with sequence similarity 13 member A
Hr	Hairless
ESRRA	Estrogen-Related Receptor α
DUSP1	Dual-Specificity Phosphatase 1
Cdkn1a	Cyclin-Dependent Kinase Inhibitor 1A
Gadd45g	Growth Arrest and DNA-Damage-Inducible 45 Gamma
Postn	Periostin
Hmgcs1	3-hydroxy-3-methylglutaryl-CoA synthase 1
mTORC1	Mechanistic Target of Rapamycin Complex 1
Scd2	Stearoyl-CoA-Desaturase 2
Tnfrsf12a	Tumor Necrosis Factor Receptor Superfamily Member 12A
TWEAK	TNF-like weak inducer of apoptosis
Col	Collagen
Lama2	Laminin α-2 chain
Spp1	Osteopontin
Ecm1	Extracellular Matrix Protein 1
Thbs1	Thrombospondin-1
MMP	Matrix Metalloproteinase
TIMP2	Tissue Metalloproteinase Inhibitor 2
Serpine1	Serine Protease Inhibitor Clade E Member 1
PAI-1	Plasminogen Activator Inhibitor-1
KO	Knockout
Sdc4	Syndecan 4
ASPCs	Adipose stem and progenitor cells
MUFAs	Monounsaturated fatty acids
PLs	Phospholipids
LPS	Lipopolysaccharide
TNFRSFs	TNFR Superfamily Members
MSCs	Mesenchymal Stem Cells
AEA	Anandamide
Chol	Cholesterol

# Supplementary material for: Novel Hyperplastic Expansion of White Adipose Tissue Underlies the Metabolically Healthy Obese Phenotype of Male LFABP Null Mice
**Source:** Cells. 2025 May 22;14(11):760. doi: 10.3390/cells14110760
**Supplement:** Supplementary file 1

## Supplementary Materials for

### **Novel hyperplastic expansion of white adipose tissue underlies the metabolically healthy obese phenotype of male LFABP null mice**

Anastasia Diolintzi *et al.*

#### **This PDF file includes:**

Figures S1 to S2

Tables S1 to S3

# RNAseq Volcano Plot

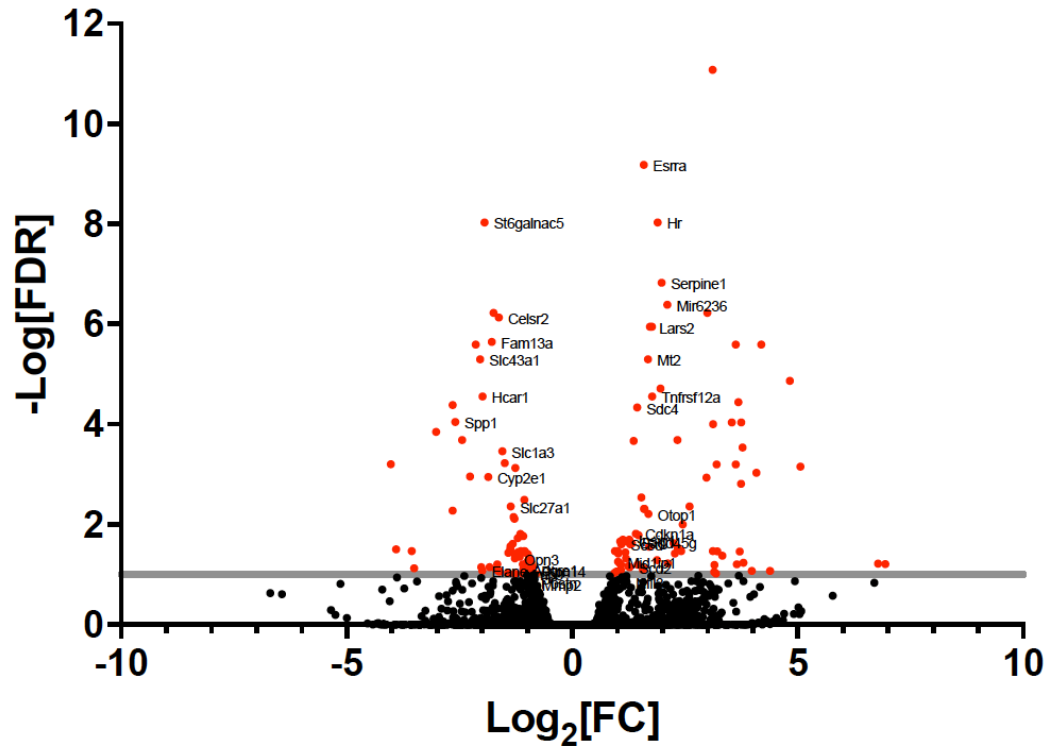

**Figure S1. iWAT RNAseq Volcano Plot.** Volcano plot of RNAseq analysis for iWAT between LFABP null and WT mice ( $n = 5$  / genotype). The X axis shows the logarithmic value with base 2 for transcript fold change ( $\text{Log}_2[\text{FC}]$ ). The Y axis shows the negative logarithmic value of FDRq-values ( $-\text{Log}[\text{FDR}]$ ). The solid gray line indicates the  $-\text{Log}[\text{FDR}]$  for FDRq-value  $< 0.1$ , *i.e.*, 1. Selected transcript names are shown for some data points.

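Of the 24 genes that the volcano plot names, 9 rose and 9 fell in the iWAT of LFABP null mice over all genes tested, and 12 were higher and 12 lower when adjusted over the list alone (limma, n = 5 per genotype). The study chose these labels on the same libraries, so the latter count is not independent evidence. Beside genes of the main text, Mt2, a metallothionein that binds zinc and copper, was 138 ± 38.8 TPM in WT and 468 ± 141 TPM (SD, n = 5) in LFABP null mice (log2 difference 1.75, SE 0.25, adjusted p = 0.0162). Lars2, the gene of the mitochondrial leucyl-tRNA synthetase, rose by 1.84 (SE 0.24, adjusted p = 0.0120), and Mir6236, which is listed among rRNA-like features, by 2.27 (SE 0.30, adjusted p = 0.0130). Lars2 had been looked at with Mir6236 and mt-Rnr2 when the test on rRNA-like features was set. How much of the Lars2 value comes from rRNA-like reads was not tested. Hcar1, the lactate receptor of adipocytes, was 139 ± 66.5 TPM in WT and 35.9 ± 20.2 TPM in LFABP null mice (adjusted p = 0.0586). The amino acid transporter gene Slc43a1 was 32.5 ± 10.9 TPM in WT and 8.18 ± 2.65 TPM in LFABP null mice (adjusted p = 0.0192). St6galnac5, a sialyltransferase, fell by 1.78 (SE 0.24, adjusted p = 0.0158), and Celsr2, an adhesion receptor of planar cell polarity, by 1.51 (SE 0.18, adjusted p = 0.00501). The 4 rRNA-like features tested were higher as a list (median log2 difference 1.42, adjusted p = 2.49e-06 from camera; adjusted p = 0.185 with an estimated correlation), with 2 higher over all genes and 4 when adjusted over the list alone. The Hcar1 call was lost without any 1 of WT replicates 2, 3 and 5 and LFABP null replicates 2, 3, 4 and 5 (adjusted p = 0.103 to 0.158), and with median of ratios scaling.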

**Table S1.** Diet compositions of LF and HF diets. Adjusted from [3]

|                                       | <b>LFD</b> |             |               | <b>HFD</b> |             |               |
|---------------------------------------|------------|-------------|---------------|------------|-------------|---------------|
|                                       | <i>g</i>   | <i>Kcal</i> | <i>% Kcal</i> | <i>g</i>   | <i>Kcal</i> | <i>% Kcal</i> |
| Casein                                | 200        | 800         | 19.7          | 200        | 800         | 19.7          |
| L-Cystine                             | 3          | 12          | 0.3           | 3          | 12          | 0.3           |
| Corn starch                           | 315        | 1260        | 31            | 72.8       | 291         | 7.2           |
| Maltodextrin                          | 35         | 140         | 3.5           | 100        | 400         | 9.9           |
| Sucrose                               | 350        | 1400        | 34.5          | 172.8      | 691         | 17            |
| Cellulose                             | 50         | 0           | 0             | 50         | 0           | 0             |
| Soybean oil                           | 10         | 90          | 2.2           | 10         | 90          | 2.2           |
| Lard                                  | 8.5        | 77          | 1.9           | 0          | 0           | 0             |
| Cocoa butter                          | 26.5       | 239         | 5.9           | 192.5      | 1733        | 42.7          |
| High oleic safflower oil              | 0          | 0           | 0             | 0          | 0           | 0             |
| Mineral mix, S10026                   | 10         | 0           | 0             | 10         | 0           | 0             |
| Dicalcium phosphate                   | 13         | 0           | 0             | 13         | 0           | 0             |
| Calcium carbonate                     | 5.5        | 0           | 0             | 5.5        | 0           | 0             |
| Potassium citrate, 1 H <sub>2</sub> O | 16.5       | 0           | 0             | 16.5       | 0           | 0             |
| Vitamin mix, V10001                   | 10         | 40          | 1             | 10         | 40          | 1             |
| Choline bitartrate                    | 2          | 0           | 0             | 2          | 0           | 0             |
| FD&C yellow dye no. 5                 | 0.05       | 0           | 0             | 0          | 0           | 0             |
| FD&C yellow dye no. 40                | 0          | 0           | 0             | 0.05       | 0           | 0             |
| FD&C yellow dye no. 1                 | 0          | 0           | 0             | 0          | 0           | 0             |
| Total                                 | 1055.05    | 4057        | 100           | 858.15     | 4057        | 100           |

**Table S2.** HALLMARK, KEGG and REACTOME Gene Sets Enriched in the iWAT of HF-fed LFABP<sup>-/-</sup> male mice. FDR < 0.1, |FC| > 1.2

| <b>Gene Set</b>                                                           | <b>NES</b> | <b>FDR</b> |
|---------------------------------------------------------------------------|------------|------------|
| REACTOME_Cholesterol Biosynthesis                                         | 2.52       | 0.000      |
| HALLMARK_Cholesterol Homeostasis                                          | 2.28       | 0.000      |
| REACTOME_Activation of Gene Expression by SREBF/SREBP                     | 2.26       | 0.000      |
| REACTOME_Regulation of Cholesterol Biosynthesis by SREBP/SREBF            | 2.18       | 0.000      |
| REACTOME_Mitochondrial Translation                                        | 2.16       | 0.000      |
| KEGG_Steroid Biosynthesis                                                 | 2.06       | 0.001      |
| KEGG_Spliceosome                                                          | 2.04       | 0.001      |
| KEGG_Terpenoid Backbone Biosynthesis                                      | 2.03       | 0.001      |
| REACTOME_Mitochondrial Biogenesis                                         | 2.01       | 0.010      |
| REACTOME_Negative Regulation of MAPK Pathway                              | 1.96       | 0.018      |
| HALLMARK_TNFA Signaling via NFkB                                          | 1.93       | 0.000      |
| REACTOME_Transcriptional Activation of Mitochondrial Biogenesis           | 1.91       | 0.028      |
| HALLMARK_mTORC1 Signaling                                                 | 1.86       | 0.001      |
| REACTOME_Respiratory Electron Transport                                   | 1.85       | 0.051      |
| REACTOME_Negative Regulation of NOTCH4 Signaling                          | 1.81       | 0.056      |
| KEGG_Ribosome                                                             | 1.79       | 0.018      |
| REACTOME_Selective Autophagy                                              | 1.79       | 0.062      |
| REACTOME_RAF-Independent MAPK1/3 Activation                               | 1.78       | 0.061      |
| REACTOME_ATF4 Activates Genes in Response to Endoplasmic Reticulum Stress | 1.78       | 0.060      |
| REACTOME_CTLA4 Inhibitory Signaling                                       | 1.77       | 0.067      |
| REACTOME_RAF Activation                                                   | 1.77       | 0.065      |
| REACTOME_Signaling by the B Cell Receptor BCR                             | 1.76       | 0.066      |
| REACTOME_Butyrate Response Factor 1/BRF1 Binds and Destabilizes mRNA      | 1.76       | 0.065      |
| HALLMARK_Myc Targets V1                                                   | 1.75       | 0.003      |
| REACTOME_Regulation of Gene Expression in Beta Cells                      | 1.74       | 0.071      |
| KEGG_Proteasome                                                           | 1.74       | 0.026      |
| KEGG_RNA Degradation                                                      | 1.70       | 0.030      |
| KEGG_SNARE Interactions in Vesicular Transport                            | 1.70       | 0.030      |
| REACTOME_Regulation of RUNX3 Expression and Activity                      | 1.70       | 0.083      |
| HALLMARK_Hypoxia                                                          | 1.69       | 0.005      |
| REACTOME_SHC-Mediated Cascade FGFR4                                       | 1.69       | 0.085      |
| REACTOME_Energy-Dependent Regulation of mTOR by LKB1 AMPK                 | 1.68       | 0.090      |
| REACTOME_Downstream Signaling Events of B Cell Receptor/BCR               | 1.67       | 0.089      |

|                                                                    |      |       |
|--------------------------------------------------------------------|------|-------|
| REACTOME_Degradation of Beta Catenin by the Destruction Complex    | 1.67 | 0.089 |
| REACTOME_TNFR2 Non-Canonical NF-kB Pathway                         | 1.67 | 0.090 |
| REACTOME_Signaling by NOTCH4                                       | 1.67 | 0.088 |
| REACTOME_The Role of GTSE1 in G2/M Progression After G2 Checkpoint | 1.66 | 0.091 |
| KEGG_Long-Term Depression                                          | 1.64 | 0.046 |
| REACTOME_P13K Cascade FGFR4                                        | 1.64 | 0.096 |
| REACTOME_TP53 Regulates Metabolic Genes                            | 1.64 | 0.095 |
| HALLMARK_Androgen Response                                         | 1.63 | 0.008 |
| KEGG_Huntington's Disease                                          | 1.63 | 0.049 |
| KEGG_Cardiac Muscle Contraction                                    | 1.60 | 0.063 |
| REACTOME_Dectin1 Mediated Noncanonical NF-kB Signaling             | 1.60 | 0.098 |
| HALLMARK_Oxidative Phosphorylation                                 | 1.58 | 0.010 |
| HALLMARK_Myc Targets V2                                            | 1.57 | 0.010 |
| KEGG_MAPK Signaling Pathway                                        | 1.57 | 0.073 |
| KEGG_RNA Polymerase                                                | 1.53 | 0.094 |
| HALLMARK_p53 Pathway                                               | 1.48 | 0.025 |
| HALLMARK_PI3k/Akt/mTOR Signaling                                   | 1.33 | 0.080 |
| HALLMARK_Estrogen Response Early                                   | 1.31 | 0.089 |

**Table S3.** HALLMARK, KEGG and REACTOME Gene Sets Downregulated in the iWAT of HF-fed LFABP<sup>-/-</sup> male mice. FDR < 0.1, |FC| > 1.2

| <b>Gene Set</b>                                                                   | <b>NES</b> | <b>FDR</b> |
|-----------------------------------------------------------------------------------|------------|------------|
| REACTOME_Collagen Degradation                                                     | 2.30       | 0.000      |
| REACTOME_Binding and Uptake of Ligands by Scavenger Receptors                     | 2.30       | 0.000      |
| REACTOME_Assembly of Collagen Fibrils and Other Multimeric Structures             | 2.25       | 0.000      |
| REACTOME_Initial Triggering of Complement                                         | 2.21       | 0.000      |
| REACTOME_Collagen Formation                                                       | 2.19       | 0.000      |
| REACTOME_Collagen Biosynthesis and Modifying Enzymes                              | 2.16       | 0.001      |
| REACTOME_Degradation of the Extracellular Matrix                                  | 2.16       | 0.000      |
| REACTOME_Collagen Chain Trimerization                                             | 2.15       | 0.001      |
| KEGG_Renin Angiotensin System                                                     | 2.14       | 0.000      |
| REACTOME_Scavenging by Class A Receptors                                          | 2.11       | 0.001      |
| REACTOME_Complement Cascade                                                       | 2.09       | 0.001      |
| REACTOME_Activation of Matrix Metalloproteinases                                  | 2.08       | 0.001      |
| REACTOME_MET Activates PTK2 Signaling                                             | 2.07       | 0.002      |
| KEGG_ECM Receptor Interaction                                                     | 2.07       | 0.000      |
| REACTOME_Branched-Chain Amino Acid Metabolism                                     | 2.04       | 0.002      |
| REACTOME_Metabolism of Angiotensinogen to Angiotensins                            | 2.00       | 0.004      |
| REACTOME_MET Promotes Cell Motility                                               | 1.97       | 0.005      |
| KEGG_Lysosome                                                                     | 1.98       | 0.001      |
| KEGG_Glycosaminoglycan Degradation                                                | 1.97       | 0.001      |
| REACTOME_ECM Proteoglycans                                                        | 1.96       | 0.005      |
| KEGG_Hematopoietic Cell Lineage                                                   | 1.95       | 0.001      |
| REACTOME_Immunoregulatory Interactions Between a Lymphoid and a Non-Lymphoid Cell | 1.93       | 0.007      |
| REACTOME_Crosslinking of Collagen Fibrils                                         | 1.93       | 0.007      |
| REACTOME_Extracellular Matrix Organization                                        | 1.92       | 0.007      |
| REACTOME_Antimicrobial Peptides                                                   | 1.88       | 0.011      |
| REACTOME_Laminin Interactions                                                     | 1.86       | 0.014      |
| HALLMARK_Interferon-alpha Response                                                | 1.83       | 0.005      |
| REACTOME_Integrin Cell Surface Interactions                                       | 1.78       | 0.030      |
| REACTOME_Xenobiotics                                                              | 1.75       | 0.041      |
| REACTOME_FCGR3A-Mediated IL10 Synthesis                                           | 1.74       | 0.045      |
| REACTOME_Anchoring Fibril Formation                                               | 1.71       | 0.059      |
| REACTOME_Interleukin-10 Signaling                                                 | 1.70       | 0.061      |
| KEGG_ABC Transporters                                                             | 1.70       | 0.014      |
| KEGG_Propanoate Metabolism                                                        | 1.69       | 0.015      |
| REACTOME_O-Linked Glycosylation                                                   | 1.68       | 0.073      |

|                                                   |      |       |
|---------------------------------------------------|------|-------|
| REACTOME_Glycosphingolipid Metabolism             | 1.65 | 0.097 |
| REACTOME_ABC Transporters in Lipid Homeostasis    | 1.64 | 0.096 |
| REACTOME_Sialic Acid Metabolism                   | 1.64 | 0.099 |
| KEGG_Complement and Coagulation Cascades          | 1.60 | 0.030 |
| HALLMARK_Epithelial Mesenchymal Transition        | 1.57 | 0.063 |
| KEGG_Sphingolipid Metabolism                      | 1.53 | 0.048 |
| KEGG_Valine, Leucine and Isoleucine Degradation   | 1.52 | 0.050 |
| KEGG_Other Glycan Degradation                     | 1.47 | 0.064 |
| HALLMARK_Coagulation                              | 1.47 | 0.080 |
| KEGG_Metabolism of Xenobiotics by Cytochrome P450 | 1.43 | 0.085 |
| KEGG_O-Glycan Biosynthesis                        | 1.41 | 0.098 |
| HALLMARK_Xenobiotic Metabolism                    | 1.39 | 0.099 |

1. Love, M. I., W. Huber and S. Anders. "Moderated estimation of fold change and dispersion for rna-seq data with deseq2." *Genome Biol* 15 (2014): 550. 10.1186/s13059-014-0550-8. <https://www.ncbi.nlm.nih.gov/pubmed/25516281>.
2. Szklarczyk, D., R. Kirsch, M. Koutrouli, K. Nastou, F. Mehryary, R. Hachilif, A. L. Gable, T. Fang, N. T. Doncheva, S. Pyysalo, *et al.* "The string database in 2023: Protein-protein association networks and functional enrichment analyses for any sequenced genome of interest." *Nucleic Acids Res* 51 (2023): D638-D46. 10.1093/nar/gkac1000. <https://www.ncbi.nlm.nih.gov/pubmed/36370105>.
3. Gajda, A. M., Y. X. Zhou, L. B. Agellon, S. K. Fried, S. Kodukula, W. Fortson, K. Patel and J. Storch. "Direct comparison of mice null for liver or intestinal fatty acid-binding proteins reveals highly divergent phenotypic responses to high fat feeding." 288 (2013): 30330-44. 10.1074/jbc.m113.501676. <https://dx.doi.org/10.1074/jbc.m113.501676>.

How the deposited data were processed for this re-analysis (not part of the article)

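RNA was measured in iWAT, iBAT and liver of the same 10 male mice, 5 WT and 5 LFABP null, that were fed a diet with 45% of its energy from fat for 12 weeks from the age of 8 weeks and fasted for 4 h before collection. The 30 libraries, 1 per mouse and tissue, were made from poly(A)-selected RNA and sequenced as single reads of 100 bases. The paper reports on the iWAT libraries, and those of iBAT and liver were used for the closing section. The authors trimmed and mapped the reads and computed expression values in CLC Genomics Workbench 20.0.4 with GRCm38 and the Ensembl release 92 annotation. As deposited, the values are TPM: the authors divided reads by gene length and scaled each library to the same total before the files were deposited. The file header and the paper call them RPKM, but each library adds up to between 999967.3 and 999996.4. The values carry 1 decimal, so a gene under 1 TPM is known to few steps. No read counts are kept in such values, so the depth of each library and the counting error it gives are unknown, and genes with a low mean were left out of the tests.

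The table holds 41549 genes, of which 15725 were 0 in all libraries, and all 30 columns of values were used. Of the gene identifiers, 41474 were found in the reference annotation; 2273 genes have no chromosome in the table, and 175 gene names carry a number suffix (Nnt_1 is such a name). Each library was taken to its mouse and genotype by its name. The number in front of the mouse in these names is 30 for 5 mice (3 WT, 2 LFABP null) and 32 for the other 5. For 2 of the WT mice it differs between their iWAT libraries and their other libraries, and the number of the other libraries was used. The sample numbers in the names run through all WT libraries before all LFABP null ones, so library order and genotype cannot be told apart.

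Genotypes were compared in each tissue with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend) on log2(TPM + 0.5), for genes with a mean of at least 1 TPM over the 10 libraries of the tissue. The p-values were adjusted after Benjamini and Hochberg, and a gene counts as changed at an adjusted p under 0.1 and a fold over 1.2. Fold changes are on the log2(TPM + 0.5) scale, which understates low genes, and errors beside them are the moderated standard errors of the model. Levels are means with their SD in TPM. Fabp1 was tested by an exact two-sided permutation test of its values, whose smallest p for 5 against 5 is 0.00794. To test whether a genotype difference differs between tissues, the log2 values of the 2 tissues of each mouse were subtracted and the differences compared between the genotypes with limma. The numbers of the replicates belong to different mice in the 2 genotypes, so the comparison was not paired.

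Gene lists, 61 in number, were written by hand before the data were examined, as were the tests of genes and lists, the thresholds, the rule for the genes to name and the alternatives, apart from the 4 named in the next paragraph. Some tests of explanations were chosen later, and the closing section names them. Another 8 lists hold the genes that the paper shows in its figures and Table 2; they were chosen by the study on these libraries, and only counts of their members are given. Of 1210 list entries, 1205 were matched to the table. The lists were tested by camera with a preset correlation of 0.01 between genes, at an adjusted p under 0.1 over the lists not chosen by the study. Beside it stand camera with an estimated correlation, fry, and the count of changed members over all genes and adjusted over the list alone. MSigDB gene sets and STRING networks were not used here. Values of some single genes that the naming rule covers are not reported here. Genes are named by a rule: those the paper names in its Results, Table 2 and Figs. 5 to 8 and S1; of the changed genes without overlap between the genotypes, the 10 (iWAT) or 8 (iBAT, liver) with the largest fold in each direction; up to 4 members of each list with the smallest p; Fabp1; and the top 3 in each direction of each tissue difference. The paper's tables and figures were seen before the rule was written. Cd79a, Ucp1, Acta1 and Alb, which show libraries that stand apart, and a few other genes marked in the closing section were chosen after their values were seen.

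The alternatives were a pseudocount of 0.1 or 1, no filter on low values, a mean of at least 20 TPM in either genotype, median of ratios scaling, quantile normalization, robust eBayes, library quality weights, other thresholds, the replicate number as a block, the mouse prefix of the library names as a covariate, and leaving out each library in turn. Scaling each library to the same total moves nothing, since the values are scaled so. Chosen after seeing the data were tests on protein-coding genes only, without genes that are high in liver, with the log2 Cd79a level as a covariate, and without LFABP null replicates 1 and 2 together. The test was tried on simulated data with 50 genes changed at each of 4 folds among genes with the means and spreads of each tissue. In iWAT it found 34% of the genes changed 1.5 times, 68% of those changed 2 times and 82% of those changed 4 times, with 6 false calls among 138. In iBAT these shares were 72, 98 and 94%, and in liver 60, 86 and 100%. Each gene was simulated independently, so the simulated libraries lack the structure that the splits of the iWAT libraries show. The number of false calls in the simulation therefore does not measure that in the real data. For each count of changed genes or lists, 100 splits of the 10 mice into 5 and 5, the real one included, were compared. Tables were made with data.table 1.17.8, Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and figures with matplotlib 3.10.9.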

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

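The tests of a substrain difference, of the chromosomes of shared genes, of a swapped label and of liver RNA in the iBAT libraries, the count of changed genes near Fabp1 in each tissue, the look at Cd79a in the splits of the mice, and the use of clock genes in iBAT and iWAT, were chosen after the results were seen. The tissue differences, the splits and the other tests were set beforehand.

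The paper does not report on the iBAT and liver libraries of the same mice. In iBAT, 1995 of 11614 genes were higher and 2367 were lower in LFABP null than in WT mice, and in liver 334 of 11629 were higher and 1460 lower (limma, n = 5 per genotype). The genotypes did not overlap for 26.4% of the genes tested in iBAT and 10.0% of those tested in liver, where chance gives 0.794%. Chance is unlikely for both counts. Of 100 splits of the mice, the real one included, only the real one (1) gave as many changed genes as the 4362 of iBAT (highest other 1455). Only the real one (1) gave as many as the 1794 of liver (highest other 4). Several counts were compared on these splits without a correction. The liver counts were 111 higher and 630 lower without WT replicate 2, 144 and 930 without LFABP null replicate 4, and 169 and 864 without LFABP null replicate 5. They also depend on the scaling, since the median log2 difference of all liver genes was -0.10 on the TPM scale, and 937 were higher and 678 lower with median of ratios scaling.

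The genotype difference itself differed between iWAT and iBAT for 1156 of 13908 genes, more positive in iWAT for 656 and more negative for 500. The metallothionein genes Mt1 and Mt2, which answer to zinc and to glucocorticoids, rose in iWAT and fell in iBAT, with differences between the tissues of 2.345 (SE 0.18, adjusted p = 0.00107) and 3.476 (SE 0.30, adjusted p = 0.00107) on the log2 scale. Esrra differed by 1.428 (SE 0.13, adjusted p = 0.00107), and its level did not change in iBAT (0.18). More negative in iWAT were Fgf21, a hormone of nutrient stress, by -3.561 (SE 0.30, adjusted p = 0.00107), the microtubule gene Map1b by -2.098 (SE 0.20, adjusted p = 0.00111) and Nabp1, of DNA repair, by -1.804 (SE 0.18, adjusted p = 0.00196). Their log2 differences in iWAT and in iBAT were 1.18 and 4.74 for Fgf21, 0.25 and 2.35 for Map1b, and -0.51 and 1.29 for Nabp1. Between iWAT and liver the genotype difference differed for 48 of 14218 genes (36 more positive in iWAT, 12 more negative). These include the small RNAs Rn7sk by 3.835 (SE 0.39, adjusted p = 0.00358), Gm24601 by 2.98 (SE 0.31, adjusted p = 0.00358) and Rnu2-10 by 3.868 (SE 0.41, adjusted p = 0.00358), and, more negative in iWAT, Gm44427 by -4.753 (SE 0.49, adjusted p = 0.00358), Cyp2f2 by -2.588 (SE 0.35, adjusted p = 0.0138) and Alas2 by -1.305 (SE 0.20, adjusted p = 0.0258). The log2 differences of the last 3 in iWAT and in liver were -0.045 and 4.71 for Gm44427, -2.90 and -0.31 for Cyp2f2, and -1.22 and 0.089 for Alas2. The count for iBAT was 609 without WT replicate 2, 601 without WT replicate 3, and 711, 537 and 756 without LFABP null replicates 2, 3 and 4; the count for liver was 75 without WT replicate 1, 30 without WT replicate 3, and 22 and 31 without LFABP null replicates 2 and 4.

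Splits of the 10 mice show a structure of the iWAT libraries that is not the genotype. For the 213 changed genes of iWAT, 6 of 100 splits, the real one included, gave as many, and the highest other gave 6323, so chance cannot be excluded for that count. For the 38 called lists, 11 of 100 splits gave as many (highest other 45, lowest 16), so chance cannot be excluded there either. As many genes differing between iWAT and iBAT as the 1156 came from 4 of 100 splits (highest other 4436), and as many differing between iWAT and liver as the 48 from 3 of 100 (highest other 5093). Both shares are under the 0.05 set beforehand. Several counts were compared on the same splits without a correction, and other splits gave far more genes, so chance is not firmly excluded. Splits that call several times the real count point to a structure of the samples. The split with 6323 changed genes, which also gave 4436 and 5093, puts WT replicates 3 and 4 and LFABP null replicates 2, 3 and 4, whose Cd79a values of 187.1 to 722.7 TPM are the highest, on 1 side. Of the 21 splits that put 4 of these 5 libraries on 1 side, 3 gave at least 213 changed genes (4640, 4098 and 4032), and of the 78 that put 3 there, the fewest that a split allows, 2 did, the real one and one with 315. A lymph node, rich in B and T cells, lies in the inguinal fat pad, and whether node tissue came with some of these pads was not tested; it stays open beside B and T cells in the fat itself.

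Single libraries lay far from the other 4 of their group. Of 358 groups compared (a gene in 1 genotype of 1 tissue), 27 had such a library by Dixon's test at a critical value of 0.71, where chance gives 17.9 (1 in 20 groups). These counts leave out Cd79a, Ucp1, Acta1 and Alb, chosen because libraries stand apart in them or after their values were seen; with them 32 of 372 groups did, and those are listed here. In iWAT of WT mice these were Hmgcs1 (192.1 TPM in replicate 1), Scd2 (511.1 TPM in replicate 1), Mmp9 (22.2 TPM in replicate 5), Sc5d (76.3 TPM in replicate 1), Cyp51 (26 TPM in replicate 1), Idi1 (40.2 TPM in replicate 1), Tsc22d3 (192 TPM in replicate 4), Lep (2249.5 TPM in replicate 1), Srebf2 (67.1 TPM in replicate 4), Cd79a (722.7 TPM in replicate 4), Acta1 (324.4 TPM in replicate 2) and Col6a3 (90.5 TPM in replicate 4); Srebf2, Tsc22d3, Cd79a and the other values lay above their group, but that of Col6a3 lay below. In iWAT of LFABP null mice they were Fabp1 (196.1 TPM in replicate 1), Dusp1 (221.4 TPM in replicate 3), Sdc4 (304.9 TPM in replicate 2), Rnu2-10 (18.1 TPM in replicate 4), Maff (39.8 TPM in replicate 2), Ucp1 (962.3 TPM in replicate 2), Acta1 (1454.2 TPM in replicate 4), Fbxo21 (112.5 TPM in replicate 2) and Alb (1237.3 TPM in replicate 1). In iBAT they were Fgf21 (59.4 TPM in replicate 2), Mthfd2 (22.8 TPM in replicate 2), Klf15 (15.6 TPM in replicate 5), Mt1 (144 TPM in replicate 4), Npr3 (105.8 TPM in replicate 4) and Adipoq (659.2 TPM in replicate 4) among LFABP null mice, and Lrp3 (16.1 TPM in replicate 2) among WT mice. In liver they were Fabp1 (9165.5 TPM in replicate 3), Cyp2a4 (21.8 TPM in replicate 5) and Gm44427 (3 TPM in replicate 2) among WT mice, of which Fabp1 lay below its group, and Fabp1 (51.8 TPM in replicate 1) among LFABP null mice. WT replicate 1 of iWAT is among them for Hmgcs1, Scd2, Sc5d, Cyp51, Idi1 and Lep, 5 of which act in lipid synthesis.

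Of 10114 genes tested in all 3 tissues, 12 changed in the same direction in each, 4 higher, among them Dnajb4, Nnt_1 and Wdfy1, and 8 lower, namely Acsm5, Fbxo21, Fzd1, Gm21860, Lgals4, Lrp3, Slc38a7 and Syne2. Wdfy1 rose by 1.36 in iWAT, 1.60 in iBAT and 1.32 in liver, and Nnt_1 by 1.11, 0.90 and 1.13, in iBAT not without any 1 of WT replicates 1, 2, 3 and 5 and LFABP null replicates 1, 2, 3 and 5 (adjusted p = 0.101 to 0.171). Of the 12, only Wdfy1 and Lgals4 passed in all 3 tissues without each single library. Against a segment of DNA inherited with the targeted Fabp1 allele, for genes changed through their own sequence, stands that of the 11 with a given chromosome 0 lie on chromosome 6, which was known when this test was set. For Gm21860, which has no chromosome given, it stays open: 0 of the 12 were counted within 20 Mb of Fabp1, but random sets had 0 in the median too, so that count decides nothing. Single genes near Fabp1 are not covered by this: 3 of 215 genes tested within 20 Mb changed in iWAT (3.12 expected from all genes), among them Fam13a, 71 of 168 in iBAT (63.1 expected), Fam13a again, and 30 of 170 in liver (26.2 expected). A C57BL/6 substrain difference between the genotypes is a candidate explanation for Wdfy1 and Nnt_1, since 2 of 4 listed substrain genes tested in all 3 tissues changed in all of them (0 at the 95th percentile of 10000 random sets of as many genes), though these 2 had been seen when the test was set. The loss of LFABP itself, which goes with the genotype in each mouse, stays open as an untested biological explanation; the paper gives the background as C57Bl/6J.

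In iWAT, 3 of 15 glucocorticoid-responsive genes rose (5 when adjusted over the list alone), namely Mt1 (1.08, SE 0.19, adjusted p = 0.0410), Mt2 and Tsc22d3 (0.74, SE 0.16, adjusted p = 0.0829), and the list was higher (adjusted p = 0.00116; adjusted p = 0.209 with an estimated correlation). The lists of immediate-early genes (1 of 24, 4 alone; adjusted p = 0.0153; adjusted p = 0.677 with an estimated correlation), of ATF4 and the integrated stress response (1 of 18, 3 alone; adjusted p = 0.0233; 0.277) and of heat shock (1 of 11, 2 alone; adjusted p = 0.0470; 0.338) were higher too, with Maff, Atf4 (0.54, adjusted p = 0.0667) and Dnajb4 as the members that rose. The call of Mt1 was lost without any 1 of WT replicates 3 and 5 and LFABP null replicate 4 (adjusted p = 0.119 to 0.129) or with median of ratios scaling, that of Tsc22d3 without any single library but WT replicate 4 (adjusted p = 0.117 to 0.228), with no filter on low values or with quantile normalization, and that of Atf4 without any 1 of WT replicates 2, 3 and 5 and LFABP null replicates 1, 2, 3, 4 and 5 (adjusted p = 0.111 to 0.194) or with the replicate block. The heat shock call was lost without any 1 of WT replicates 3 and 4 and LFABP null replicate 1 (adjusted p = 0.104 to 0.278) and with median of ratios scaling or quantile normalization, the ATF4 call without WT replicate 4 (adjusted p = 0.177), and the immediate-early call without LFABP null replicate 3 (adjusted p = 0.148) or with the Cd79a level as a covariate, chosen after seeing the data. All 3 were lost with library quality weights and without the genes that the paper names, and those of heat shock and immediate-early genes by fry. The direction of the glucocorticoid list turned with library quality weights (adjusted p = 0.929 from camera). RNA quality or rRNA carry-over is a candidate explanation for part of these genes, since within genotypes Mt1, Mt2 and Maff followed the rRNA-like features with correlations of 0.762, 0.816 and 0.855; Tsc22d3, Atf4 and Dnajb4 did not (-0.458, 0.0585 and 0.116), and the median of the 6 was 0.439, between the 2 sets. A shift in time of day or in the state of the mice at collection cannot be told apart from the genotype: the circadian clock list had a median absolute log2 difference of 0.305 in liver, with 3 of its genes changed there, between the bounds set for the test. In iBAT of the same mice, which that test did not use, the list had a median absolute log2 difference of 0.948, and 14 of 16 clock genes changed. In iWAT 1 of 16 did, so the tissues of the same mice differ and the question stays open. A response of LFABP null mice to fasting or handling, the biological explanation, was not tested.

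Fabp1 was 196.1 TPM in iWAT of LFABP null replicate 1, or 1.66% of its mean in WT liver. Liver RNA of WT mice in that library is a candidate explanation, since 12 hepatocyte markers exceeded the other LFABP null libraries by 1.12 times (median; 0.952 to 11.1) what that share asks for; against a swapped label between a WT and an LFABP null mouse stands Wdfy1 at 20.0 TPM, above all WT libraries (7.4 to 11.9) and near the other LFABP null ones (21.8 to 27.6), with 0 WT libraries as low in Fabp1 as these. In iBAT, 12 of 13 hepatocyte markers rose, among them Alb, and for 381 genes that are high in liver the excess in LFABP null iBAT was a near constant share of their LFABP null liver mean (median 0.908%, 75th over 25th percentile 1.28), so liver RNA in the iBAT libraries is a candidate explanation there. Per 100 TPM of Alb, Fabp1 was 0.0627, 0.219, 2.45, 9.86 and 13.8 in the 5 LFABP null iBAT libraries and 14.7 to 20.4 in WT liver, so RNA of both genotypes would be needed. Expression of liver genes by iBAT of LFABP null mice was not tested and stays open.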

How the results depend on the processing

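The alternatives with the Cd79a level, without LFABP null replicates 1 and 2 together, without genes high in liver and with protein-coding genes only were chosen after seeing the data. Of 2913 values of 109 genes in iWAT under the alternatives, 2341 stayed on their side of the threshold in the same direction, 454 no longer passed, 92 came to pass and 26 turned, and 17 genes held throughout. In iBAT 1074 of 1102 values of 45 genes stayed so and 31 genes held throughout, and in liver 669 of 757 values of 32 genes, with 15 genes held throughout. Of 1705 values of 61 lists, 1378 stayed so, 177 no longer passed, 75 came to pass and 75 turned, in 26 lists. Scaling each library to the same total moved nothing, as the values are scaled so, and says nothing on stability. With fewer mice or genes a change follows from the construction; for the others the cause was not tested.

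Counts moved by over 1.5 times were, with no filter on low values, 63 genes lower in iWAT and 221 genes higher in liver. With median of ratios scaling, 56 genes higher and 45 lower in iWAT and 937 genes higher and 678 lower in liver. With quantile normalization, 55 genes higher and 73 lower in iWAT and 741 genes higher and 654 lower in liver. With library quality weights, 6499 genes higher and 1514 lower in iWAT and 9 lists higher. At an adjusted p under 0.05, 45 genes higher and 29 lower in iWAT and 152 genes higher and 843 lower in liver. At a log2 difference over 1, 60 genes higher and 47 lower in iWAT, 398 genes higher and 202 lower in iBAT and 39 genes higher and 58 lower in liver. With the Cd79a level as a covariate, 539 genes higher and 784 lower in iWAT and 14 lists lower. Without LFABP null replicates 1 and 2 together, 24 genes higher and 16 lower in iWAT and 8 lists higher. With a mean of at least 20 TPM, 708 genes higher and 406 lower in iBAT and 173 genes higher and 411 lower in liver. With an estimated correlation, 0 lists higher and 0 lower. By fry, 4 lists higher and 4 lower. For lists without the genes the paper names, 9 lists higher. With the mouse as a random effect, 157 genes differing between iWAT and liver. Leaving out 1 library at a time, iWAT had 34 to 197 genes higher and 17 to 161 lower, liver 111 to 489 and 630 to 1698, and 537 to 1310 genes differed between iWAT and iBAT and 22 to 75 between iWAT and liver. The mean Fabp1 level in iWAT, LFABP null minus WT, went from -15.1 to 33.9 TPM.

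Log2 differences that turned, none of which passed in the reported test, were, with median of ratios scaling, Scd1 -0.015. With library quality weights, Clec7a 0.22 and Scd1 -0.42. With the mouse prefix as a covariate, Col4a2 0.033. With the Cd79a level as a covariate, Tnfrsf1b -0.34, Col4a2 0.15, Srebf1 0.091 and Alb 0.013. Without LFABP null replicates 1 and 2 together, Col4a2 0.072 and Scd1 -0.031. Leaving out 1 library, Tnfrsf1b went from -0.052 to 0.47, Col4a2 went from -0.20 to 0.14, Scd1 went from -0.13 to 0.12, Srebf1 went from -0.14 to 0.10 and Acta1 went from -0.63 to 0.89.

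Lists in iWAT whose direction turned are given with their adjusted p. With no filter on low values, these were liver-secreted factors 0.827. With median of ratios scaling, these were liver-secreted factors 0.859. With quantile normalization, these were pro-adipogenic transcription factors 0.980, mitochondrially encoded mRNAs 0.203 and liver-secreted factors 0.979. With library quality weights, these were de novo lipogenesis 0.0193, cell cycle 0.0768, oxidative phosphorylation, nuclear-encoded 3.11e-10, brown and beige adipocyte genes 0.359, mitochondrial ribosomal proteins 0.519, glucocorticoid-responsive genes 0.929, hypoxia response 0.275 and endothelial cell 0.527. With the mouse prefix as a covariate, these were pro-adipogenic transcription factors 0.846, liver-secreted factors 0.391 and epithelium and skin 0.962. With the Cd79a level as a covariate, these were triglyceride storage and lipolysis 0.751, pro-adipogenic transcription factors 0.204, canonical NF-κB and TNF signaling 0.954, noncanonical NF-κB signaling 0.460, mitochondrially encoded mRNAs 0.321, cytosolic ribosomal proteins 0.00191, PPAR-alpha targets and fatty acid oxidation 0.757, bile acid synthesis and transport 0.890, xenobiotic metabolism 0.851, liver-secreted factors 0.127, lipid-binding proteins 0.865, mature adipocyte 0.757, adipogenesis-regulator (Areg) cell 0.757, T cell 0.0325, B cell and lymph node 0.181, epithelium and skin 0.623 and hepatocyte 0.917. Without LFABP null replicates 1 and 2 together, these were oxidative phosphorylation, nuclear-encoded 2.46e-05 and hypoxia response 0.510. With a mean of at least 20 TPM, these were pro-adipogenic transcription factors 0.684, hypoxia response 0.769, adipogenesis-regulator (Areg) cell 0.540 and endothelial cell 0.861. With a pseudocount of 1, these were liver-secreted factors 0.997. By fry, these were pro-adipogenic transcription factors 0.882, liver-secreted factors 0.837, adipogenesis-regulator (Areg) cell 0.992 and epithelium and skin 0.926. For lists without the genes the paper names, these were sterol sensing and uptake 0.783. Leaving out 1 library, the adjusted p ranged from 0.280 to 0.899 for pro-adipogenic transcription factors, from 0.00154 to 0.907 for oxidative phosphorylation, nuclear-encoded, from 0.0262 to 0.867 for mitochondrially encoded mRNAs, from 0.515 to 0.958 for hypoxia response, from 0.0559 to 0.992 for liver-secreted factors, from 0.440 to 0.954 for adipogenesis-regulator (Areg) cell, from 0.0795 to 0.963 for endothelial cell and from 0.247 to 0.944 for epithelium and skin.

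With the replicate number as a block (replicate block), 116 genes were higher and 132 lower in iWAT, 1990 and 2419 in iBAT, and 263 and 990 in liver. The numbers belong to different mice in the 2 genotypes, and no pairing was found in the methods. Libraries of the same number were correlated above 0.1 in 4, 2 and 2 of 5 pairs. In iWAT these 4 pairs were at 0.501 to 0.669 and the remaining pair at -0.334. These correlations went with the Cd79a level. It was low in both libraries of pairs 1 and 5 and high in both of pairs 3 and 4. In pair 2 it was 5.2 TPM in WT and 307.1 TPM in LFABP null. For WT replicates 1, 2 and 4 the LFABP null library with the highest correlation had another number. The correlations therefore cannot show that the numbers mark a shared source of spread apart from the Cd79a level. The depth of the libraries is unknown and limits what can be said of low genes.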

Differences from the paper's values

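The comparison with the Cd79a level as a covariate was chosen after seeing the values, and of the 40 genes of the paper's figures and Table 2 that changed here it drops 0. The paper names DESeq2, which works on read counts, for its differentially expressed genes. TPM keep no counts, so no setting here repeats that test. A difference in adjusted p or in the count of genes can therefore follow from the test alone.

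The paper gives 137 changed transcripts in iWAT, and 213 genes changed here at the thresholds of an adjusted p under 0.1 and a fold over 1.2 but with a filter at a mean of 1 TPM. Of 23 alternatives set before the data were examined, the count was within 1.5 times the paper's for 11: a pseudocount of 0.1, no filter on low values, a mean of at least 20 TPM, median of ratios scaling, quantile normalization, a log2 difference over 1, the mouse prefix as a covariate, and without LFABP null replicate 1, 2, 3 or 5. It was not so for the other 12, namely a pseudocount of 1, the same total for each library, robust eBayes, library quality weights, an adjusted p under 0.05, the replicate block, without LFABP null replicate 4 and without any 1 of the WT replicates. The paper gives 63 lower transcripts, and 113 were lower here; the alternatives within 1.5 times were the same apart from a pseudocount of 0.1 and LFABP null replicate 2, so 9 of 23.

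For Tnfrsf12a the paper gives an adjusted p under 0.001, and it was 0.0380 here (0.00177 to 0.130 under 23 alternatives, none of which reached the paper's value). For Scd2 the paper gives 0.071, and it was 0.202 here (0.0109 to 0.438); of the 23 alternatives, only without WT replicate 1 was it within 1.5 times the paper's. For Hmgcs1 the paper gives 0.036, and it was 0.0895 here (0.00721 to 0.241), within 1.5 times with the replicate block and with the mouse prefix as a covariate and not with the other 21.

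The paper, in its discussion of the inguinal fat, describes Dectin1 and TNFR2 as higher in LFABP null mice, and its results give the noncanonical NF-κB pathways named after them as enriched. Here Clec7a had a log2 difference of -0.46 in iWAT and Tnfrsf1b of 0.14, and neither passed. Tnfrsf1b passed as higher with library quality weights (adjusted p = 0.0123), and Clec7a passed as lower with the Cd79a level as a covariate (adjusted p = 0.0347). The weights called 6499 of the 14668 iWAT genes tested higher. The paper describes PI3K/Akt/mTOR signaling as enriched in LFABP null iWAT by its gene sets. The hand-written list of components is not that gene set, and camera called it lower relative to all other genes (adjusted p = 0.0843). Its median log2 difference was -0.021, where that of all genes tested was 0.054, and no member changed over all genes. It therefore does not show a change opposite to the paper's. The call was lost with an estimated correlation (adjusted p = 0.547) and without any 1 of WT replicates 2 and 5 and LFABP null replicates 1, 3 and 4 (adjusted p = 0.125 to 0.327). Of the 15 genes that Table 2 names for mTORC1 signaling, 4 rose over all genes and 14 when adjusted over the list alone. The latter count is not independent evidence, since the study chose these genes on the same libraries.

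Of 91 genes that the paper shows in Figs. 5 to 8 and S1 or Table 2, 40 passed here, 24 of them among the 36 of Fig. 5. Of the other 51, some passed under other settings, in the direction they had here. With a mean of at least 20 TPM Ace, Ccn1, Cdkn1a, Cyp51, Slc5a6, Spsb1 and Thbs1 passed, with median of ratios scaling Spsb1 and Thbs1, with quantile normalization Ace, Spp1, Spsb1, Tes and Thbs1, with the replicate block Cdkn1a, Cyp2e1, Cyp51, Fdps, Idi1, Otop1, Slc5a6, Spp1, Spsb1 and Tes, and with the mouse prefix as a covariate Cdkn1a and Otop1. Without WT replicate 1 Ccn1, Cdkn1a, Cyp51, Fdps, Gpnmb, Hsd17b7, Idi1, Lss, Scd2 and Spp1 passed, without WT replicate 4 Col1a1, Col3a1, Col6a1, Col6a3, Cyp2e1, Mmp2, Spsb1 and Tes, and without LFABP null replicates 1, 2 and 3, each left out alone, Thbs1, then Acsl3, Cyp51 and Mvd, then Dusp1. With library quality weights 42 of the 51 passed, all but Atf5, Atxn2, Ccr2, Col4a2, Fn1, Itgam, Otop1, Pcolce2 and Scd1. These weights called 6499 of the 14668 genes tested higher and 1514 lower, so a pass under them says little of a single gene. With the Cd79a level as a covariate, chosen after seeing the values, 35 of the 51 passed, all but Atxn2, Ccl2, Ccr2, Col3a1, Col4a1, Col4a2, Col5a1, Col5a2, Col5a3, Col6a2, Dhcr7, Fn1, Pcolce, Pcolce2, Scd1 and Trib3. None of the 51 passed with the other settings, while of the 40 that passed here up to 32 did not pass (without LFABP null replicates 1 and 2 together, chosen after seeing the values).

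For genes that the text of the paper names, the log2 difference stands here with its adjusted p and the range of that over the settings: Cyp2e1 -1.67 (adjusted p = 0.169; 0.00171 to 0.403), Cdkn1a 1.50 (adjusted p = 0.131; 0.0135 to 0.391), Dusp1 0.79 (adjusted p = 0.143; 0.00817 to 0.325), Thbs1 0.95 (adjusted p = 0.121; 0.00171 to 0.304), Spp1 -2.08 (adjusted p = 0.122; 0.00971 to 0.339), Col1a1 -0.87 (adjusted p = 0.188; 0.00309 to 0.421), Col3a1 -0.87 (adjusted p = 0.240; 0.00226 to 0.516) and Mmp2 -0.76 (adjusted p = 0.182; 0.00308 to 0.418). The type IV and V collagen genes Col4a1, Col4a2, Col5a1, Col5a2 and Col5a3 had log2 differences of -0.26, -0.026, -0.20, -0.33 and -0.30, while Col1a2, Postn, Lama2, Ecm1, Adamts12, Mmp9 and Timp2 passed in the paper's direction.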

Other observations

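The values here are from tests set before the results were seen, apart from the genes marked as chosen afterwards and the comparison of small RNAs between tissues. Lists of stress response, proteasome and lipid synthesis genes were higher in the iBAT of LFABP null mice at the preset correlation of camera, and none of them with an estimated correlation; hepatocyte transcripts, among them Alb, rose in the same libraries. Of 17 genes of ATF4 and the integrated stress response, 13 rose and 1 fell, over all genes and adjusted over the list alone (adjusted p = 4.23e-06; adjusted p = 0.903 with an estimated correlation). The hormone genes Fgf21 and Gdf15, which stressed tissues secrete, went from 0.380 ± 0.217 to 26.1 ± 18.8 TPM and from 0.220 ± 0.179 to 20.6 ± 13.3 TPM (SD, n = 5), and Mthfd2, of mitochondrial folate metabolism, from 1.14 ± 0.230 to 13.5 ± 5.36 TPM. Of 31 proteasome genes, 16 rose, also when adjusted over the list alone (adjusted p = 1.97e-07; adjusted p = 0.942 with an estimated correlation), among them Psmb5 by 0.82 (SE 0.098, adjusted p = 0.000262). Of 20 genes of cholesterol biosynthesis, 13 rose, also when adjusted over the list alone (adjusted p = 1.44e-05; adjusted p = 0.942 with an estimated correlation). Of 15 genes of de novo lipogenesis, 8 rose and 2 fell, also over the list alone (adjusted p = 0.0204; adjusted p = 0.942 with an estimated correlation), Acly by 1.28 (SE 0.24, adjusted p = 0.00283). Dio2, which activates thyroid hormone, rose from 31.9 ± 12.8 to 172 ± 30.6 TPM, the coactivator Ppargc1a by 1.79 (SE 0.30, adjusted p = 0.00142) and Ucp1 by 0.50 (SE 0.097, adjusted p = 0.00323).

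Lower in LFABP null iBAT were the adipokine gene Cfd, from 1106 ± 327 to 92.5 ± 21.8 TPM (SD, n = 5, adjusted p = 2.61e-05), the carbonic anhydrase Car3, from 1490.2 ± 398 to 253 ± 117 TPM, and Cyp2b10 by -3.63 (SE 0.64, adjusted p = 0.00187). Of 16 mature adipocyte genes, 6 fell and none rose (also over the list alone; adjusted p = 0.285 for the list), with Adipoq at -0.53 (SE 0.089, adjusted p = 0.00143) and the transcription factor gene Cebpa at -0.91 (SE 0.15, adjusted p = 0.00123). Of 16 circadian clock genes, 4 rose and 10 fell, also over the list alone (adjusted p = 0.172 for the list, whose members went both ways), with Arntl at 2.01 (SE 0.20, adjusted p = 0.000129), Dbp at -2.13 (SE 0.38, adjusted p = 0.00210) and Per3 at -1.90 (SE 0.21, adjusted p = 0.000185). In liver of LFABP null mice, 11 of 13 mitochondrially encoded mRNAs rose, also over the list alone (adjusted p = 3.94e-13; adjusted p = 0.605 with an estimated correlation), mt-Nd6 by 0.66 (SE 0.093, adjusted p = 0.00888) and mt-Cytb by 0.50 (SE 0.11, adjusted p = 0.0244), the latter not with quantile normalization or no filter on low values. Mitochondrially encoded transcripts took 12.12 to 15.10% of the TPM in WT and 16.94 to 18.09% in LFABP null liver. Of 20 immediate-early genes, 5 rose (8 over the list alone; adjusted p = 1.01e-05; adjusted p = 0.847 with an estimated correlation), with Fos at 1.50 (SE 0.37, adjusted p = 0.0330) and Nr4a1 at 1.91 (SE 0.47, adjusted p = 0.0330). The cytochrome genes Cyp3a11 and Cyp7a1, the latter of bile acid synthesis, fell by 2.71 and 1.50, and Cyp2a4 went from 4.80 ± 9.51 to 181 ± 132 TPM, with WT replicate 5 at 21.8 TPM. Of 23 components of insulin, PI3K/Akt and mTOR signaling, 7 fell and 1 rose (8 and 2 over the list alone; adjusted p = 0.0867; adjusted p = 0.941 with an estimated correlation).

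Changes shared between tissues are set beside the number that independent calls would give. The tissues come from the same mice, so calls need not be independent, and the expected numbers leave this out. Of 11340 genes tested in both iWAT and iBAT, 50 were higher in both (14.2 expected) and 50 lower in both (17.8 expected), and 10 were higher in iWAT and lower in iBAT (17.2 expected) and 2 the other way (14.7 expected). Among the shared ones are Tnfrsf12a (1.71 (SE 0.18, adjusted p = 0.000170) in iBAT), Hmgcs1 (1.11 (SE 0.13, adjusted p = 0.000264)) and Fam13a (-1.32 (SE 0.18, adjusted p = 0.000593)), while Scd2, which did not pass in iWAT, rose in iBAT by 2.40 (SE 0.25, adjusted p = 0.000148). Of the genes of Fig. 5 higher in iWAT, 14 of 18 rose in iBAT and 1 fell, and of the 20 of Fig. 7a, 17 rose. Between iWAT and liver, 8 were higher in both (2.10 expected) and 18 lower in both (9.77 expected) of 10927, with 8 higher in iWAT and lower in liver (9.65 expected) and 0 the other way (2.13 expected). Between iBAT and liver 99 were higher in both (50.9 expected) and 394 lower in both (250 expected) of 10194, with 155 higher in iBAT and lower in liver (228 expected), more than rose in both, and 39 the other way (55.7 expected).

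Other lists of iWAT stand beside no claim of the paper. Of 21 genes of triglyceride storage and lipolysis, 3 fell (1 higher and 5 lower over the list alone; adjusted p = 0.00497; adjusted p = 0.677 with an estimated correlation; lost without any 1 of LFABP null replicates 3 and 4, adjusted p = 0.165 to 0.172), among them Hcar1 and Hcar2 (-1.27 (SE 0.26, adjusted p = 0.0667)). The Hcar2 call was lost without any 1 of WT replicates 2, 3 and 5 and LFABP null replicates 2, 3, 4 and 5 (adjusted p = 0.128 to 0.189) and with median of ratios scaling, quantile normalization or the mouse prefix as a covariate. The 16 mature adipocyte genes were lower as a list (adjusted p = 0.0106; adjusted p = 0.677 with an estimated correlation), though not without any 1 of WT replicates 2 and 5 and LFABP null replicates 3 and 4 (adjusted p = 0.131 to 0.221) or with the mouse prefix as a covariate, and no member changed over all genes or over the list alone. Of 6 fat pad expansion genes none changed over all genes (4 higher and 1 lower over the list alone; adjusted p = 0.0717; adjusted p = 0.547 with an estimated correlation), and the list call was lost without any 1 of WT replicate 4 and LFABP null replicates 1 and 5 (adjusted p from 0.194 up), with a mean of at least 20 TPM or with library quality weights. The 16 brown and beige adipocyte genes (adjusted p = 0.00747; adjusted p = 0.547 with an estimated correlation) and the 15 skeletal muscle genes (adjusted p = 0.0119; adjusted p = 0.704 with an estimated correlation) were higher as lists, with 1 and 0 members higher over the list alone; single LFABP null libraries stand out in both, for Ucp1 and for Acta1. The brown and beige call was lost without any 1 of WT replicate 4 and LFABP null replicate 2 (adjusted p = 0.127 to 0.255) and turned with library quality weights, and the muscle call was lost without any 1 of WT replicate 4 and LFABP null replicate 4 (adjusted p = 0.335 to 0.337), with a mean of at least 20 TPM or with these weights. None of these 5 list calls held by fry, and the triglyceride one was lost without the genes that the paper names. The 12 B cell markers did not pass (median log2 difference 1.54, adjusted p = 0.140), nor the 12 T cell markers (adjusted p = 0.256), but they did under other settings. The B cell list passed without any 1 of WT replicates 3 and 4 and LFABP null replicates 1 and 5 (adjusted p = 0.0152 to 0.0326) and with no filter on low values, median of ratios scaling, quantile normalization, library quality weights or the replicate block (adjusted p = 0.00206 to 0.0882), and the T cell list without any 1 of WT replicates 3 and 4 and LFABP null replicate 5 (adjusted p = 0.0161 to 0.0881) and with quantile normalization, library quality weights or the replicate block (adjusted p = 0.00393 to 0.0533). The direction of both turned with the Cd79a level as a covariate, chosen after seeing the data, and lymph node tissue in some of the pads is not excluded as a part of these values. Lep was 1028 ± 714 TPM in WT and 2435 ± 837 TPM in LFABP null iWAT (adjusted p = 0.213), and passed only without WT replicate 1, with library quality weights and with the Cd79a level as a covariate (adjusted p = 0.0525; adjusted p = 0.00788 to 0.0443 for the other 2). The weights called 6499 iWAT genes higher and 1514 lower.

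Small structured RNAs were also counted in the other tissues of the same mice, a comparison chosen after they were seen in iWAT; the sets tested differ, and a difference between the tissues was not tested for the group. In iWAT 25 of 86 rose and none fell, in iBAT 15 of 37 rose and 1 fell (median log2 difference 0.46), and in liver 2 of 58 rose and 8 fell (median -0.50). Their share of the TPM was 2.54 to 3.16% in WT and 2.84 to 5.10% in LFABP null iBAT, and 1.33 to 2.04% in WT and 1.33 to 1.79% in LFABP null liver.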
